# Selective Retrieval of Individual Cells from Microfluidic Arrays Combining Dielectrophoretic Force and Directed Hydrodynamic Flow

**DOI:** 10.3390/mi11030322

**Published:** 2020-03-20

**Authors:** Pierre-Emmanuel Thiriet, Joern Pezoldt, Gabriele Gambardella, Kevin Keim, Bart Deplancke, Carlotta Guiducci

**Keywords:** single-cell microfluidics, single-cell recovery, single-cell array, hydrodynamic trapping, electrokinetics, tridimensional electrodes, dielectrophoresis (DEP), mRNA sequencing, Drop-seq

## Abstract

Hydrodynamic-based microfluidic platforms enable single-cell arraying and analysis over time. Despite the advantages of established microfluidic systems, long-term analysis and proliferation of cells selected in such devices require off-chip recovery of cells as well as an investigation of on-chip analysis on cell phenotype, requirements still largely unmet. Here, we introduce a device for single-cell isolation, selective retrieval and off-chip recovery. To this end, singularly addressable three-dimensional electrodes are embedded within a microfluidic channel, allowing the selective release of single cells from their trapping site through application of a negative dielectrophoretic (DEP) force. Selective capture and release are carried out in standard culture medium and cells can be subsequently mitigated towards a recovery well using micro-engineered hybrid SU-8/PDMS pneumatic valves. Importantly, transcriptional analysis of recovered cells revealed only marginal alteration of their molecular profile upon DEP application, underscored by minor transcriptional changes induced upon injection into the microfluidic device. Therefore, the established microfluidic system combining targeted DEP manipulation with downstream hydrodynamic coordination of single cells provides a powerful means to handle and manipulate individual cells within one device.

## 1. Introduction

The analysis of single cells is routinely carried out by means of in-flow measurements such as optical marker detection in flow cytometry. Despite the high throughput that can be achieved with those techniques, they only provide a snapshot of cells’ properties at a certain time point with limited possibility to observe their behavior over time [1,2]. Cell arraying, i.e., the separation and localization of individual cells or doublets on a surface, allows observation of cells over extended periods of time, collection of secreted biomolecules [3] and recording of the response to specific stimuli [4]. Observation systems based on cell arraying are unique tools used to unveil mechanisms of cell-to-cell interaction [5], polarized cell proliferation [6], in vitro fertilization [7], etc.

Parallel immobilization of cells can be obtained through various methods—for instance, cell sedimentation on microwells [8], localization of single cells by means of optical tweezers [9], trapping by dielectrophoretic cages [10,11], segregation into small chambers sealed by PDMS valves [12] or hydrodynamic trapping [13].

Hydrodynamic trapping is a method based on the immobilization of cells of a specific size range at various locations of a microfluidic channel. Trapping sites are defined by tight side-wall openings of low fluidic resistance where single cells are led to by the laminar flow. Cells captured with this method are continuously exposed to a flow of medium, allowing for delivery of nutrients and disposal of waste. Previous works characterizing hydrodynamic cell-trapping systems have reported a trapping efficiency—defined as the percentage of traps filled after injection of cells—between 75% and 99%. These methods have been used to capture multiple cell types [14] and, in some cases, to localize rare cells [15]. They also proved to be valuable tools for investigation of single-cell behaviors. For instance, Dura et al. [5] could conjointly place single dendritic cells and T-cells and measure heterogeneity in the activation of T-cells.

Furthermore, the association of the molecular state of a cell with its on-chip characterization could help unveil new cellular mechanisms. Kimmerling et al. [16] compared intra- and inter-lineage transcriptomes within a cell population by capturing multiple generations of a single starting cell in subsequent traps. In that study, the analysis of the transcriptome was performed upon the retrieval of the entire lineage from the chip. The release of cells from their hydrodynamic traps was carried through application of a backflow pushing the cell out of the trap. This approach was also used by Kim et al. [12], who trapped unicellular microalgae in PDMS chambers for on-chip culturing and selectively retrieved the content of one chamber with a sophisticated three-layer PDMS valving system. Yeo et al. [15] combined centrifugal and hydrodynamic forces to isolate circulating tumor cells from a mixed cell population; to enable release, each trap was connected to an independent backflow channel. This method is suitable for collection of extremely rare cells such as circulating tumor cells, but it suffers from very low throughput and poor scalability, as the number of cells that can be retrieved is limited by the number of backflow channels that can be placed on the chip. Tan et al. [17] could retrieve cells encapsulated in hydrogel beads, creating an air expansion on the trap site generated with laser heating. This platform is limited by the complexity of the setup and the damage to the cells that may be induced by heat.

These proof-of-concept technologies underscore the necessity and also the challenges in combining continuous observation of cells on chip with further off-chip investigations. Dielectrophoresis (DEP) forces localized on the trap site by implementing microelectrodes in its vicinity could be utilized to control cell trapping in very high-throughput arrays. In fact, electric signals can be easily multiplexed, while keeping a very small footprint of the DEP actuator. Zhu et al. [18] used such forces to selectively release single yeast cells from their trapping site. The yeasts, placed in synthetic low-conductivity medium [19], were not recovered from the chip. A possible cause for this could be the well-known challenge of fabricating valves combined with microfluidics fabricated with stiff materials [20].

It is important to mention that a potential issue of DEP electrokinetic actuators could be cellular stress resulting from the application of polarizing electric fields. The impact of DEP signals on a population of cells in a single large chamber has been investigated by Nerguizian et al. [21] and by Flanagan et al. [22], although no study has dissected transcriptional changes induced by exposing cells to DEP forces applied identically to the whole population and on single cells. Additionally, to date, no studies have addressed the impact of DEP application and general effects of off- and on-chip handling on the molecular state of the cell [15,16].

In this study, we introduce a Microfluidic Platform for Arraying and Release of single Cell (MiPARC). This DEP-based platform allows for selective trapping and off-chip recovery of individual mammalian cells in their native culture medium. Selective release of T-lymphocytes was achieved by three-dimensional DEP actuators, integrated for the first time in SU-8 channels with a width of 25 µm. In order to obtain a precise handle on the flow in the microfluidic branches of the chip, and thus to recover single cells, we developed a PDMS valve technology compatible with SU-8 microfluidics, overcoming one of the main limitation of devices using walls made of stiff materials. We investigated the stress induced on cells by our platform through analysis of the molecular phenotype via mRNA sequencing, revealing no impact of DEP application on the transcriptional signature of the cells, super-seeded by minor alterations of the cellular molecular state introduced by hydrodynamic forces within the microfluidic system.

## 2. Materials and Methods

### 2.1. Device Fabrication

Our device consists of sixteen microfluidic traps arrayed inside a tree-like structure, as shown in Figure 1. The two valves located upstream allow control of liquid injection in the chip while the two valves located downstream enable the recovery of single cells. The height of the microfluidic channel as well as of the electrodes is 15 µm.

#### 2.1.1. Fabrication of the Microfluidic Chip

Our system is based on a glass substrate. A detailed picture of the process flow is reported in Supplementary Material Figure S1. After sputtering of a layer of Ti/Pt/Ti (20/200/20 nm) on the wafer (Pfeiffer Spider 600, Pfeiffer Vacuum, Asslar, Germany), planar metal lines are patterned through standard photolithography and ion beam etching (Veeco Nexus IBE 350, Veeco, Plainview, NY, USA). In order to isolate electrical lines from the liquid, a 300 nm layer of oxide is sputtered on the wafer. This layer is then etched (SPTS APS dielectric etcher, SPTS Technologies, Newport, UK) in the region where the pillars will be connected to the planar metal lines. Cylindrical vertical pillars of SU-8 (Microchem 3025, Microresist Technologies, Berlin, Germany) are patterned on the exposed planar electrodes. Then, a thin layer of Ti/Pt (20/200 nm) is sputtered to cover the entire wafer with metal. This metal layer is then removed everywhere except on the pillar walls through vertical ion beam etching. In a successive process step, microfluidic channels of the same height of the electrodes are patterned in SU-8, hence allowing a micrometer-scale alignment of the electrodes inside the microfluidic system (Figure 1c). The most critical step of this process flow is the development of this second SU-8 layer that creates the microfluidic structure. In fact, an appropriate development time is crucial to avoid SU-8 residues clogging the fluidic restriction (insufficient development) and excessive development of the SU-8 that would result in apertures larger than designed and a delamination. With the chosen parameters (development time of 4′30′’ in PGMEA: Propylene glycol methyl ether acetate), we recorded a 95% yield.

#### 2.1.2. Fabrication of the PDMS Top Layer and Valves

The PDMS valving system placed on the top of the microfluidic channel is composed of two layers: a control layer made of a thick PDMS layer and a thin membrane that will be deflected in order to close or open the microfluidic channel (for more details, please refer to Supplementary Material Figure S2. The fabrication of the molds for the control layer is carried out with standard photolithography and dry etching (AMS 200 Alcatel) on a silicon wafer. PDMS prepared at a ratio of 5:1 is poured over the silicon mold which has previously been treated with trimethylchlorosilane (TMCS). The membrane is fabricated by spin-coating of PDMS at a ratio of 5:1 on a TMCS-treated silicon wafer, the speed of rotation is 2500 rpm and results in a thickness of 15 µm. Both this PDMS membrane layer and the lid PDMS layer are partially cured at 80 °C for 30 min and then aligned and bonded at 80 °C for 1.5 h. Finally, the PDMS coverslip is treated with 3-aminopropyl triethoxysilane (APTES) and irreversibly bonded by incubating the system at 150 °C for 2 h. This step presented some experimental challenges, since the alignment of both the fluidic and control channels is carried out manually. Additionally, pressing the chip with the PDMS coverslip with too much pressure might lead to the adhesion of the membrane with the bottom of the channel before the baking step, resulting in irreversible bonding between the membrane and the microfluidic channel after curing, preventing the valve form operating properly. Nonetheless, a yield above 80% could be obtained for the whole fabrication and packaging process.

### 2.2. Finite Element Simulations

Finite element simulations of the device were carried out using COMSOL Multiphysics 5.3 (Comsol Inc., Burlington, USA). The main objectives of these simulations were to optimize the dimensions of the microfluidic channels in order to achieve efficient hydrodynamic trapping of cells and to describe the electrical field in the trapping region to evaluate the best geometry to maximize the DEP force obtained. The simulation results reported in Figure 2 were all conducted on a 3D model. The flow velocity in the channels was simulated using the Laminar Flow module and a normal mesh, the pressure difference between inlet and outlet was set at 0.1 mbar and a no slip condition was applied on the fluidic walls (Figure 2a,b). The electric field was simulated using the Electrostatics module and a fine mesh, the voltage difference between both electrodes was set at 10V, which corresponds to the amplitude that will be later used for cell actuation (Figure 2c). All computations were computationally inexpensive and could be conducted in less than 10 min.

### 2.3. Cell Preparation

The human T-lymphocytes Jurkat cell line was cultured in suspension in a Roswell Park Memorial Institute (RPMI) medium supplemented with 10% fetal bovine serum and 1% antibiotics (L-Glutamine-penicillin-streptomycin). Prior to application of cells to the microfluidics chip, cells were washed two times in phosphate-buffered saline (PBS) and resuspended in RPMI medium at a concentration of 300,000 cells/mL.

### 2.4. Cell Injection and Recovery

Prior to injection, the chip was primed with RPMI medium to coat the internal channel surfaces with albumin. All injections were carried out using a pressure system (OB-1, Elveflow (FR)). Hybrid SU-8/PDMS valves were filled with ultrapure water and closed applying a pressure of 3500 mbar. Cells were injected at a pressure of 0.5 mbar into the channel. Trapping of a cell can be monitored with an inverted microscope (Leica DMIL) equipped with a CMOS camera (Leica DFC295). Once a cell is trapped hydrodynamically, it can be released by applying an electrical signal via a signal generator (Agilent 33220A) with a frequency ranging from 1 to 20 MHz and an amplitude ranging from 8 to 10 Vpp. The signal was addressed specifically to each single electrode through a multiplexing system implemented on a custom made PCB and controlled by a Python interface (Supplementary Material Figure S3). After release, the valves were configured to allow guided release of cells to the recovery chamber that was priorly filled with 5 µl of RPMI medium.

### 2.5. Sequencing Methodology

#### 2.5.1. Library Preparation

Recovered cells (approximately 400) were centrifuged at 600 g for 5 min and the supernatant was replaced with 25 µl of PBS containing 0.01% bovine serum albumin (Sigma, Kanagawa, Japan). Subsequently, 25 µL of lysis buffer was added, containing 0.1% Sarkosyl (Sigma), 5 mM EDTA (Life Technologies, Carlsbad, CA, USA), 0.1 M Tris (pH 7.5, Sigma) and 25 mM 1,4-Dithioreitol (DTT, Sigma), 800 units/mL RNase inhibitor (NEB, Ipswich, MA, USA) and 500 Drop-seq beads (Beads, Lot 120817, ChemGenes, Wilmington, MA, USA). All bead pelleting steps were carried out at 1000 g for 1 min in 1.5 mL microtubes (Axygen, Union City, CA, USA). Reverse transcription (RT), exonuclease I (ExoI) treatment and PCR were performed as described by Macosko et al. with minor adaptations [23]. Lysed cells were incubated at 1400 rpm for 5 min at room temperature and subsequently washed twice with 1 mL of 6x SSC buffer (Sigma). Reverse transcription was performed for 90 min at 42 °C in 50 µl of 1 mM dNTPs (Clontech, Mountain View, CA, USA), 2.5 µM template switch oligo (see Table 1), 1250 units/mL RNase inhibitor, 1x Maxima RT buffer and 10,000 units/mL Maxima H minus reverse transcriptase (Thermo Fisher Scientific, Waltham, MA, USA). Drop-seq beads were washed twice with 0.5% SDS (Applichem, Omaha, NE, USA) in 10 mM Tris (TE-SDS), twice with 0.01% Tween-20 (Sigma) in 10 mM Tris (TE-TW) and once with 10 mM Tris pH 7.5. The Drop-seq bead pellet was then incubated with 50 µl of exonuclease mix containing 1x Exonuclease I Buffer and 1000 units/mL Exonuclease I (NEB) and incubated at 37 °C for 45 min at 1400 rpm). Drop-seq beads were washed twice with TE-SDS, twice with TE-TW and once with double-distilled H_2_O. Beads were amplified by PCR in 25 µL of 1x Hifi HotStart Readymix (Kapa Biosystems, Wilmington, MA, USA) and 0.8 µM TSO-PCR primer (Table 1) at 95 °C for 3 min; 4 cycles of: 98 °C for 20 sec, 65 °C for 45 sec, 72 °C for 3 min; then, 16 cycles of: 98 °C for 20 sec, 67 °C for 20 sec, 72 °C for 3 min and an extension step of 5 min. Libraries were purified using Ampure XP beads (at a ratio of 0.6x to remove small fragments), cDNA was quantified using a Qubit HS kit (Thermo Fisher Scientific) and integrity was analyzed on a Fragment Analyzer (Agilent). Libraries were prepared using in house-produced Tn5 loaded with adapters, as described [24]. Size selected and purified libraries were sequenced paired-end on a NextSeq 500 system (Illumina, San Diego, CA, USA) in High Output mode following recommendations from the original protocol (read 1—20 bp and read 2—50 bp) [23].

#### 2.5.2. Data Analysis and Availability

The data analysis was performed using the Drop-seq tools package on the EPFL SCITAS HPC platform. After trimming and sequence tagging, reads were aligned to the human reference genome (hg38) using STAR (version 2.7.0.e) [25]. Following the alignment, the gene annotation was added, bead synthesis errors were corrected, and cell barcodes extracted. Subsequently, the BAM files containing the processed data were used to obtain digital gene expression matrices. Only cell barcodes with at least 50 UMI (Unique Molecular Identifier) were retained. Downstream data analysis was carried out using R (version 3.5.0), with *DESeq2* (version 1.22.2) [26] for identifying differentially expressed genes in pair-wise comparison. Plots were generated using the R package *ggplot2* (version 3.0.0). The Gene Expression Omnibus (GEO) accession number for the RNA-seq data reported in this paper is GSE143190.

## 3. Results and Discussion

### 3.1. Cell Trapping and Release

Sequential injection of individual cells at the trap location is an important feature of our platform, and it can be ensured by setting the width of the channel in the vicinity of the traps at 25 µm. Single-cell hydrodynamic traps are placed along this channel. Hydrodynamic trapping is a technique based on the use of mechanical restrictions to segregate particles from a main channel. The separation can be carried out efficiently if the flow going through the restriction channel is slightly higher than the flow in the main channel, however, the flow in the restriction should not be too high to avoid trapping of multiple cells. The traps are arranged on the branches of a tree-like fluidic structure shown in Figure 2a. Parallel-channel design is used to restrain possible clogging due to contamination to single branches. Figure 2b shows the finite element simulation of a single trap (COMSOL Multiphysics 5.3) that is composed of two elements: a fluidic bypass along the channel and a fluid path through the trap. The fluidic resistance of the bypass is 1.2-fold larger than that through the empty trap, which leads the cell towards the constriction (Figure 3a,c). Assuming an average diameter of lymphocyte of 10 µm, the height of the channel was set at 15 µm to avoid multiple stacking of cells in the trapping sites. The width of the main channel is 25 µm and the diameter of a cell is approximately 10 µm, resulting in a distance between the electrode extruding from the SU-8 wall and the cell in the trap of 15 µm. This distance has been chosen to allow a cell flowing in the channel after a trapping event to be guided in the bypass channel without risking clogging the whole channel. The number of traps which are filled with single cells upon injection is typically 90%, in agreement with the trapping efficiency values reported in literature [14]. We also measured the probability of a cell to be trapped by an empty trap as 75% in case of T-lymphocytes.

Having achieved targeted single-cell localization in the traps, we next aimed to use electrodes embedded in close proximity to the microfluidic channel to selectively release one specific single cell by means of DEP. Dielectrophoresis phenomena results in the displacement of polarizable particles in a non-uniform electric field. The particle experiences the formation of a dipole—the orientation of which depends on the relative permittivity of both the particle and its surrounding medium. If the particle is more polarizable than the medium, the induced dipole is oriented along the electric field. Reciprocally, the induced dipole is oriented against the electric field if the medium is more polarizable than the particle. Additionally, if the electrical field applied is non-uniform, the particle will move due to a higher field strength on one side of the particle. The electric field generated by the electrodes is constrained in the trap aperture as shown in the COMSOL simulation in Figure 2c. The field gradient is highest in the region of cell trapping. As the cell polarizability is lower than the polarizability of the surrounding medium, the cell is pushed toward the regions of the weaker field, i.e., out of the trap. This repulsive force—called negative dielectrophoretic (DEP) force—permits the targeted release of the cell (Figure 3b,d, Supplementary Material Video S1). The optimization of the operation parameters was carried out both experimentally and theoretically. The frequency was maintained above 1 MHz to avoid electrolysis that could be observed below that threshold and could lead to gaseous species formation. The force applied to the cell due to DEP is proportional to the real part of the Clausius–Mossotti factor according to the following equation:

(1) $$F_{DEP}=2\pi R^{3}\varepsilon_{medium}Re\left(CM\right)\nabla E^{2}$$

where *R* is the radius of the cell, $\varepsilon_{medium}$ the dielectric permittivity of the medium, *E* the electric field in the channel and *CM* the Clausius–Mossotti factor.

Importantly, in the case of T-lymphocytes, the real part of the Clausius–Mossotti factor will drastically decrease at frequencies higher than 20 MHz [27]. Consequently, we set a working frequency range between 1 and 20 MHz. The minimal voltage value experimentally-identified to trigger efficient release in our configuration is 8 Vpp. Hence, in order to minimize the impact of application of electrical fields on cells, we maintained the voltage applied to cells between 8 and 10 Vpp throughout this study.

Each electrode is singularly addressable through a printed circuit board (PCB) directing the electrical signals toward the chosen electrodes, allowing a selective release of the cell of interest, as depicted in Figure 3c,d. Furthermore, the negative DEP force can be used in order to prevent trapping of unwanted cells (Supplementary Material Videos S2 and S3).

The most immediate approach to generate an electric field in a microfluidic system is to place two electrodes at the inlet and exit reservoirs, respectively [28]. The large distance between the electrodes and the active regions where the electrical gradient is required necessitates high voltages [28], which has many drawbacks—for instance, (i) the need to generate high-amplitude AC signals, (ii) the generation of heat and (iii) the induction of water electrolysis phenomena at the electrodes and consequent bubble generation, affecting cell viability.

The integration of electrodes near the trapping regions reduces those issues, since the amplitude of the signal can be drastically reduced to achieve the desired dielectrophoretic force. Planar microelectrodes and on-chip connections have been used to drive electrical signal to the site of interest [18]. However, this approach results in non-uniform electric fields over the channel height, decreasing towards the top of the channel. The employment of side-wall microelectrodes, instead, would generate the repulsive force more efficiently and homogeneously from the bottom to the top of the aperture.

One of the novel features of our approach resides in the replacement of standard planar electrodes by vertical electrodes according to a process previously developed by our group [29], consisting of a conformal coating of SU-8 pillars with metal, to obtain singularly addressable side-wall electrodes with a width of 40 µm and height of 15 µm (Figure 1c). In each cell trap, two vertical electrodes are placed across the hydrodynamic aperture, with the closest to the cell being only 15 µm away from it. This configuration can be successfully obtained only thanks to the high precision of the technology we developed to fabricate vertical electrodes in microfluidic channels. Vertical electrode fabrication has previously been reported through pyrolysis of photoresist structures [30] or metal ion implantation in PDMS [31] but none of those approaches enable such precision in the position of electrodes to ensure their integration inside a microfluidic channel as narrow as the one presented here.

The use of vertical electrodes improves the efficiency of force generation. In fact, we could set the amplitude of the DEP signals to lower values with respect to previous works that employ planar electrodes (10 Vpp of this work versus 20 Vpp [18]). Furthermore, we could afford to maintain the cells in their native medium (RPMI, conductivity 1300 mS/m) for all our experiments, a substantial advantage considering the requirements of cell biologists. Since DEP forces are weakened by high ionic strengths, most designs employing DEP to apply electrokinetic forces substitute the native medium with a synthetic one with lower conductivity [18,21]. Hence, by being able to retain cells in their native culture medium, cellular stress is reduced, washing and centrifugation steps limited and general compatibility with conventional cell-based assays achieved.

### 3.2. Single-Cell Handling for Accurate Retrieval

Our microfluidic system allows the recovery from the chip of a given cell that has been released from its trap. We designed and implemented a novel valve-based design to drive the released cell to a recovery line ending in an open well on the chip.

Microfluidic channels are made of SU-8, an epoxy-based negative photoresist that will not deform upon application of pressure. In order to create valves in the chip, we had to overpass the classical PDMS microfluidic valves, widely known as Quake’s valves [32], which are based on elastomeric PDMS microfluidic structures. Previous studies have proposed solutions to integrate valves within microfluidics that were fabricated with hard material, as in our case. Huang et al. [33] designed valves by means of a PDMS layer sandwiched between two poly(methyl methacrylate (PMMA) channels. Similarly, Lee et al. [20] integrated a PDMS membrane between two polycarbonate (PC) layers.

In this study, we introduce for the first time PDMS-based valves combined with SU-8 microfluidics, a solution that opens new opportunities for lab-on-chip devices offered by the combination of hard photoresist microfluidics and on-chip PDMS valves. Four valves are placed on the microfluidic branches of the structure—the two inlet valves allow switching of solutions to be injected in the main channel, while the two outlet valves enable to switch between the recovery and the disposal channel, as previously mentioned (See Section 2.1.2 and Supplementary Material Figure S2 for more details). Figure 4a,b show the operation of one of our valves when the application of a high pressure on the control channel closes the valve sufficiently to stop the passage of cells. However, as the SU-8 fluidic cannot deform, the valve is only partially sealed, and a subcellular-sized aperture remains between the SU-8 walls and the PDMS membrane (See Supplementary Material Figure S2). The residual flow through the valve is used to drive the cells to the recovery well. Figure 4c,d show the recovery of a single cell leaving the chip and entering the recovery well from which it can be simply pipetted out.

### 3.3. Transcriptional Profiling of MiPARC Processed Cells Reveals Negligible Impact of DEP Application on the Cellular Molecular State

The established MiPARC platform traps single cells in microfluidic constrictions, allowing for their release in the main channel and their selective extraction off chip. As those cells could be further analyzed or potentially expanded for adoptive transfer, the impact of the microfluidics operation and the applied electric field on cell function needed to be assessed. To globally inspect the molecular changes to the cell, we thus analyzed their transcriptome using RNA-sequencing in the framework of DEP manipulation.

In order to determine whether the microfluidics setup or the applied DEP impact the molecular properties, Jurkat T-cells were injected and either passed through the microfluidics setup for an average duration of three minutes in absence or in the presence of DEP forces. After retrieval, cells were collected and cultured off chip for three hours to permit potential alterations by the DEP field or the fluidic forces to be represented transcriptionally. Input cells that were solely cultured served as negative control (Input), whilst cells cultured for three hours under Phorbol-12-myristate 13-acetate and Ionomycin activation (PMA/Iono), globally activating transcription based on protein kinase C (PKC) activation and calcium ion influx [34], served as positive control for global T-cell. 

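The mRNA of Jurkat cells, an established human T-cell line, was captured on Drop-seq beads and sequenced in 12 libraries, with 3 biological replicates in each of the 4 groups. Drop-seq beads carry barcoded primers that tag each captured molecule with a Unique Molecular Identifier. The authors aligned the reads to hg38 with STAR, made digital gene expression matrices with Drop-seq tools and deposited whole-number counts per gene for each library, without normalization. The table lists 8111 genes by symbol. Total counts per library were 194749, 417812 and 458537 in Input, 193471, 202866 and 230827 in PMA/Iono, and between 47468 and 158791 in the 6 chip libraries, so every chip library had a lower total than every Input library. The medians were 417812 in Input and 202866 in PMA/Iono.
The titles of the chip samples and their treatment labels name the group that received DEP in opposite ways. The chip groups are therefore named by their titles, as Chip titled Ctrl (median total 56745) and Chip titled DEP (median total 113996), and which of them was exposed to the field is left open. Comparisons of both chip groups together with Input do not depend on this.
Counts were normalized with edgeR's TMM method, and differential expression was tested with edgeR's quasi-likelihood test (two-sided) in 1 model of all 12 libraries. The test covered the 8111 genes, all of which had at least 10 counts over the 12 libraries. A DEG had an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p of at most 0.05, as in the legend of Figure 5. Standard errors of log2 fold changes are approximate, since they were taken from the test statistic. The median log2 fold change of all genes against Input was -0.40 in Chip titled Ctrl and -0.30 in Chip titled DEP. With DESeq2's size factors in place of TMM these medians were -0.20 and -0.13. With TMM on the 3168 genes that edgeR's filterByExpr filter kept, they were -0.145 and -0.0815. The medians thus depend on whether genes with low counts are included, and counts of genes above the median of all genes carry this limit. Changes of single genes in the chip groups are given as fitted, without correction for these medians, so small changes there have no clear direction.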

Due to the low number of maximally 400 cells per sample and the high volume of up to 100 µl of cell culture medium, we employed mRNA capture beads to obtain the mRNA of the lysed cells and detected over 7600 genes across the experimental conditions (Figure 5a). 

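At least 1 count was found for 8098 genes in Input, 7339 in Chip titled Ctrl, 7637 in Chip titled DEP and 8111 in PMA/Iono, summed over 3 libraries each. The number of genes per library ranged from 7146 to 7930 in Input and from 7353 to 8111 in PMA/Iono. It ranged from 3694 to 6589 in Chip titled Ctrl and from 3942 to 6818 in Chip titled DEP, below every Input library. Of the genes in the table, 7005 had a count in every group. The criterion that changed the number of detected genes most was a count in every library, which 1882 genes met. Every gene in the table had at least 1 count in PMA/Iono replicate 2, whereas 758 and 638 genes had no count in PMA/Iono replicates 1 and 3, so the full table is not a neutral count of detected genes. In a library of the chip groups, a gene without counts could still have up to 3 counts' worth of expression, and such genes were not detectable at this depth.

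**Figure D1:**
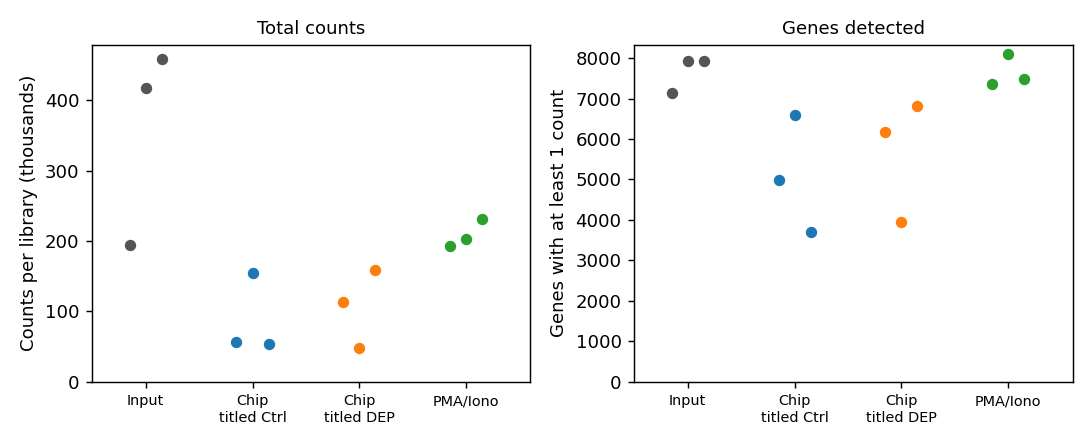
Total counts (left) and genes with at least 1 count (right) per library, with 1 point per library and 3 libraries in each of the 4 groups. The 6 chip libraries lie between 47468 and 158791 counts and between 3694 and 6818 genes.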

Importantly, cDNA quality was similar across the conditions with marginally higher yield for “PMA/Iono”-activated cells (Figure S4a). Additionally, hierarchical clustering of the detected mitochondrial genes revealed that cells processed with MiPARC showed similar expression intensities as compared to the “Input”, indicating that cells were viable to a similar extent as unprocessed cells (Figure S4b). 

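The table holds 30 mitochondrially encoded genes. Their share of all counts was 19.1% ± 1.84 (SD, n = 3) in Input, 26.6% ± 6.72 (SD, n = 3) in Chip titled Ctrl, 27.2% ± 3.36 (SD, n = 3) in Chip titled DEP and 8.92% ± 3.79 (SD, n = 3) in PMA/Iono. The share was 7.85 percentage points higher in both chip groups together than in Input (exact two-sided permutation test, p = 0.0714, adjusted for 5 comparisons p = 0.167), and 9.43 points higher without Chip titled Ctrl replicate 1 (exact permutation test, p = 0.0179). The difference between PMA/Iono and Input was -10.2 points (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow, adjusted p = 0.167). Chip titled DEP differed from Chip titled Ctrl by 0.563 points (exact permutation test, p = 0.9), which is within the spread between replicates, and without Chip titled Ctrl replicate 1 this difference was -3.23 points.
The choice of genes moved the chip values most. MT-RNR1 and MT-RNR2, the 2 mitochondrial rRNAs, lie on the mitochondrial chromosome from 648 to 1601 and from 1671 to 3229 (GRCh38). They took between 7.14% and 9.08% of counts in the Input libraries and between 12.4% and 21.2% in the chip libraries. The other mitochondrially encoded genes took 11.1% ± 1.75 (SD, n = 3) in Input and 9.36% ± 1.42 (SD, n = 6) in the chip libraries, so without the rRNAs the difference reversed to -1.79 points (exact permutation test, p = 0.155). Sequence copies of MT-RNR2 in the nuclear genome make the assignment of its reads uncertain. In hierarchical clustering of the group means of the mitochondrially encoded genes, Chip titled DEP and Input joined at a distance of 3.54, Chip titled Ctrl joined them at 5.42 and PMA/Iono joined last at 12.1.

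**Figure D2:**
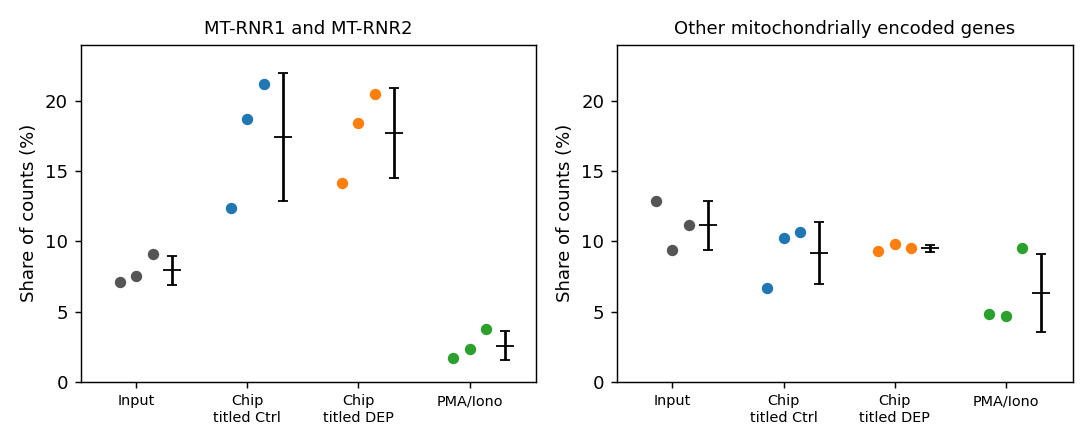
Share of counts in percent on MT-RNR1 and MT-RNR2 (left) and on the other mitochondrially encoded genes (right), with 1 point per library, 3 per group, and bars for the mean ± SD. The rRNA share of every chip library, 12.4% or more, lies above that of every Input library, 9.08% or less, while the shares of the other genes overlap.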

Differential expression analysis identified 114 genes across all pair-wise comparisons. 

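Over the 6 pair-wise comparisons, 77 genes passed the threshold in at least 1. Of these, 23 belonged to the mitochondrial family (mitochondrially encoded genes and nuclear copies), 5 to the family of 7SK RNA and its pseudogenes, and 49 to neither. Reads can be shared within the first 2 families, so their members are uncertain. Among the alternatives with all replicates, the number rose most with DESeq2 fitted to all 12 libraries. It was 128 genes with its default filtering. With the filtering tuned to an adjusted p of 0.05, an alternative chosen after seeing the data, it was 147. Without Chip titled Ctrl replicate 2 it was 139 and without Chip titled DEP replicate 2 it was 125, while without PMA/Iono replicate 1 or 2 it was 45 or 51.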

Principal component (PC) analysis on all differentially expressed genes (DEGs) revealed that the first PC1 segregated “PMA/Iono”-activated cells from all other experimental conditions, whereas PC2 separated untreated cells from those subjected to the microfluidics chip. 

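Principal components were computed on log2 CPM (normalized counts scaled to library size, edgeR, prior count 2) of the 77 DEGs, which were chosen for differing between the groups. PC1 held 60.3% of the variance (jackknife standard error 11.7) and PC2 held 17.1% (jackknife standard error 6.37). On PC1 the PMA/Iono libraries scored -13.8 ± 1.54 (SD, n = 3) and the other 9 libraries 4.58 ± 2.39 (SD, n = 9), without overlap (exact two-sided permutation test, p = 0.00455, the smallest possible). On PC2 the chip libraries scored 2.5 ± 3.4 (SD, n = 6) and the Input libraries -6.24 ± 0.652 (SD, n = 3), also without overlap (exact permutation test, p = 0.0238). Among the alternatives, the 500 most variable genes, which were chosen without the groups, moved the share of PC1 and the separations most, and a prior count of 0.5 moved the share of PC2 most, to 15.3%. With the 500 genes, PC1 held 46.3% and PC2 15.4% of the variance, PMA/Iono overlapped the other libraries on PC1 (exact permutation test, p = 0.0909) and the chip libraries overlapped Input on PC2 (exact permutation test, p = 0.69). The highest scores on that PC1 were 40.5 and 40.4, in Chip titled Ctrl replicate 3 and Chip titled DEP replicate 2.

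**Figure D3:**
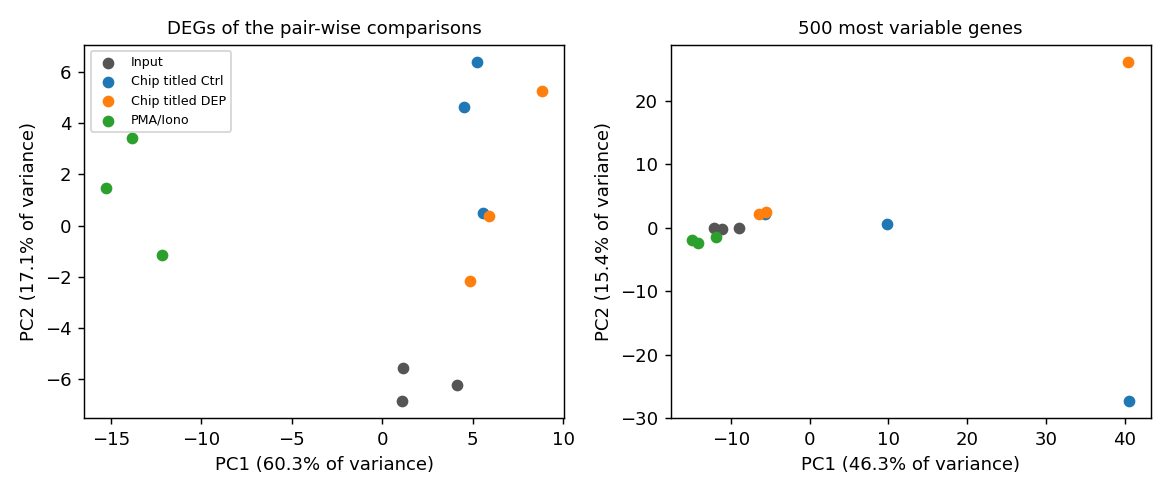
Scores of the 12 libraries on PC1 and PC2, with 1 point per library and 3 libraries in each of the 4 groups, for the DEGs of the pair-wise comparisons (left) and the 500 most variable genes (right), and the share of variance in percent on each axis. PMA/Iono lies apart on PC1 at the left, while 2 chip libraries, at 40.5 and 40.4, lie farthest out on PC1 at the right.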

Importantly, there was no defined separation between cells subjected to DEP (Chip-DEP) or solely injected in the chip (Chip-Ctrl) (Figure 5b). 

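The chip groups overlapped on PC1 and PC2 of the DEGs. PC1 scores were 6.53 ± 2.07 (SD, n = 3) in Chip titled DEP and 5.1 ± 0.536 (SD, n = 3) in Chip titled Ctrl, and PC2 scores were 1.15 ± 3.77 (SD, n = 3) and 3.85 ± 3.04 (SD, n = 3). Exact two-sided permutation tests gave p = 0.4 for either component, where 3 libraries against 3 allow no p below 0.1. On PC3, which held 6.61% of the variance and was looked at after its scores were seen, the groups did not overlap, at -3.65 ± 2.02 (SD, n = 3) in Chip titled DEP and 3.25 ± 1.21 (SD, n = 3) in Chip titled Ctrl (exact permutation test, p = 0.1). They were also apart on PC3 with a prior count of 0.5 and with DESeq2's size factors, and overlapped with the 500 most variable genes (exact permutation test, p = 0.6). Across the genes, which are not independent replicates, the log2 fold changes against Input of the chip groups had a Pearson correlation of 0.254 and a Spearman correlation of 0.269. Both comparisons share the Input libraries, and 50 simulated experiments in which no gene changed gave a mean Pearson correlation of 0.292. For PMA/Iono with Chip titled Ctrl and Chip titled DEP the simulations gave 0.348 and 0.369, above the measured 0.207 and 0.236. The simulated values can thus be too high and do not decide whether the chip groups share changes. With the Input libraries split between the comparisons, the measured correlation of the chip groups had a mean of 0.194 (0.125 to 0.232). It was 0.0327 and 0.0334 for PMA/Iono with Chip titled Ctrl and Chip titled DEP. Among the 2482 genes with a mean count of at least 10, the chip groups had a correlation of 0.396, beside a simulated 0.402.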

The high concordance between “Chip-DEP” and “Chip-Ctrl” was underscored by the observation that no DEG could be detected, whereas 74 or 59 DEGs were identified when comparing “PMA/Iono” cells to “Chip-Ctrl” or “Chip-DEP”, respectively (Figure 5c up). 

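No gene passed the threshold between Chip titled DEP and Chip titled Ctrl. The smallest adjusted p was 0.0756, for ARF4, and 637 genes had an unadjusted p under 0.05, where 406 would be expected by chance. In the same fit PMA/Iono against Input had 273 such genes, fewer than 406 in spite of 43 DEGs. The 406 is therefore no safe reference for this fit, and numbers above it do not by themselves show changes. ARF4 (chromosome 3, 57571363 to 57598220, GRCh38) had 0 counts in each library of Chip titled Ctrl and 14, 2 and 15 counts in Chip titled DEP, at least 2.33-fold higher against a floor of 3 counts. The count of 0 held in every alternative that fitted all replicates, and 1 gene passed without Chip titled DEP replicate 2. In simulations with 3 libraries per group at the depths of these libraries, with changes only in genes drawn from the 2482 of 8111 with a mean count of at least 10, 0.6% of genes changed by a log2 fold change of 1 were called between the chip groups, 46.7% of those changed by 2 and 79% of those changed by 3, so that changes of 1 were rarely detectable even in these genes.
Between PMA/Iono and Chip titled Ctrl, 52 genes passed, 17 higher and 35 lower under PMA/Iono. Between PMA/Iono and Chip titled DEP, 43 genes passed, 16 higher and 27 lower. The mitochondrial family made up 19 and 20 of these genes. With all replicates, the first number rose most with DESeq2 on all 12 libraries, to 82, and the second to 67. With DESeq2's filtering tuned to an adjusted p of 0.05 (chosen after seeing the data), the first was 99. Leaving out 1 library moved the first to 27, 28 and 32 without PMA/Iono replicates 1, 2 and 3 and to 89 without Chip titled Ctrl replicate 2. The largest changes against Chip titled Ctrl were in genes at or near the floor in the Chip titled Ctrl libraries. CD69 (chromosome 12, 9752486 to 9760901) was at least 4.73-fold higher under PMA/Iono, EGR2 at least 3.17-fold, ARF4 at least 2.9-fold, MGST3 at least 2.41-fold and PRNP at least 2.17-fold. In this order, their mean normalized CPM was 16.1, 1.76, 77.9, 52.7 and 13.8 in Input, beside 186, 125, 114, 94.7 and 85.3 under PMA/Iono. For ARF4 and MGST3, Input lay nearer to PMA/Iono than to Chip titled Ctrl, so their calls rest largely on their absence in the Chip titled Ctrl libraries. ARF4 passed in each of 11 alternatives and of the 6 fits that left out 1 library, while PRNP passed in none and MGST3 in 3 of these 6 fits. Against Chip titled DEP, CD69 was at least 5.5-fold and EGR2 at least 3.69-fold higher, and RN7SKP292, a pseudogene of 7SK RNA, was at least 20.9-fold lower. EGR2 did not pass there without Chip titled DEP replicate 3.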

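Between Chip titled Ctrl and Input, 6 genes passed the threshold, 4 higher and 2 lower in the chip libraries. These were MTRNR2L3, AC026403.1, MT-RNR1 and the vector feature WanzeVector_3 (higher), and MT-TP and MT-TI (lower). Between Chip titled DEP and Input, 4 genes passed, all higher, namely MTRNR2L3, MT-RNR1, MT-RNR2 and RN7SKP292. Only MTRNR2L3 and MT-RNR1 were shared. The largest log2 fold change in Chip titled Ctrl was 2.40 for MTRNR2L3 (standard error 0.56, adjusted p = 0.0283 from edgeR), a nuclear copy of MT-RNR2. In Chip titled DEP it was 2.97 for RN7SKP292 (standard error 0.65, adjusted p = 0.0157 from edgeR). Both genes belong to families that can share reads. With 1 library left out, MTRNR2L3 in Chip titled Ctrl no longer passed in 4 of 6 fits, and RN7SKP292 in Chip titled DEP in 5 of 6. Unadjusted p-values under 0.05 were found for 793 and 544 genes.
With all replicates, these numbers rose most with DESeq2's size factors in edgeR, to 29 and 15, apart from alternatives chosen after seeing the data. The first fell to 1 with the mitochondrially encoded genes left out, and the second to 1 with the replicate number as a block. With DESeq2 on all 12 libraries they were 26 and 14, and with DESeq2 on the compared libraries alone 11 and 10. Tuning the filtering of DESeq2 to an adjusted p of 0.05, which was chosen after seeing the data, gave 38 and 15 on all libraries and 16 and 16 on the compared libraries. Single libraries also decided the numbers. Chip titled Ctrl against Input gave 1, 3 and 4 genes without Input replicates 1, 2 and 3, and 35 without Chip titled Ctrl replicate 2. Chip titled DEP against Input gave 1 or 2 genes without 1 of the Input replicates, 2 without Chip titled DEP replicate 2, 0 without Chip titled DEP replicate 3 and 14 without Chip titled DEP replicate 1. PMA/Iono against Input gave 43 genes, 21 higher and 22 lower, and 75 in a fit to these libraries alone. With the replicate number as a block in that fit, chosen after seeing the data, it was 103. In the fit to all libraries the number was 26 without Input replicate 1 and 28 without Input replicate 2 or 3.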

Importantly, the number of DEGs when comparing “Chip-Ctrl” or “Chip-DEP” to the “Input” conditions was substantially lower with 14 or 24, respectively (Figure 5c down). 

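The genes HSPA6 and HSP90AA1 encode heat-shock proteins, CLU encodes a chaperone and DNAJB1 a co-chaperone. Their positions in GRCh38 are chromosome 1, 161524540 to 161526894 (HSPA6), chromosome 14, 102080742 to 102139699 (HSP90AA1), chromosome 8, 27596917 to 27614700 (CLU) and chromosome 19, 14514769 to 14560391 (DNAJB1). HSPA6 had 1641 ± 323 normalized CPM (SD, n = 3) under PMA/Iono and 465 ± 170 (SD, n = 3) in Input, a log2 fold change of 1.81 (standard error 0.37, adjusted p = 0.000372 from edgeR). HSP90AA1, whose reads could be shared with its pseudogene HSP90AA2P, rose from 6861 ± 524 to 17492 ± 4791 (SD, n = 3 each), a log2 fold change of 1.35 (adjusted p = 6.15e-06). CLU rose from 35.3 ± 3.11 to 243 ± 21.4 (SD, n = 3 each), by 2.75 on the log2 scale (adjusted p = 0.00409), and DNAJB1 from 1847 ± 673 to 4566 ± 373 (SD, n = 3 each), by 1.30 (adjusted p = 0.00334).
With 1 library left out, HSPA6 no longer passed without Input replicate 1 (log2 fold change 1.54), DNAJB1 without Input replicate 1 (1.03) or PMA/Iono replicate 2, and CLU in 5 of 6 fits, in which its log2 fold change stayed between 2.69 and 2.82.
In the chip groups none of these 4 genes passed the threshold against Input, in the reported fit or in any of the 11 alternatives, of which those with DESeq2 on the compared libraries gave CLU no adjusted p (in Chip titled DEP the tuned one alone). Log2 fold changes in Chip titled Ctrl ranged from -0.05 for DNAJB1 to 0.27 for HSPA6, and in Chip titled DEP from -0.60 for HSPA6 to 0.28 for HSP90AA1. The sign for DNAJB1 in Chip titled Ctrl changed with DESeq2's size factors, to 0.19. The comparison of PMA/Iono with a chip group sets the change under PMA/Iono against that on the chip. HSPA6 passed against Chip titled Ctrl and Chip titled DEP (log2 fold changes 1.53 and 2.41, adjusted p = 0.0126 and 8.7e-07 from edgeR), as did HSP90AA1 (1.34 and 1.07) and DNAJB1 (1.35 and 1.59). CLU passed against Chip titled DEP (2.96, adjusted p = 0.011) and not against Chip titled Ctrl (2.49, adjusted p = 0.0746), where it passed in 5 of 11 alternatives. HSP90AA1 against Chip titled DEP fell below the threshold in 6 of 11 alternatives, to 0.92 at the lowest. With 1 library left out, HSPA6 against Chip titled Ctrl and CLU against Chip titled DEP each no longer passed in 3 of 6 fits, and HSP90AA1 against Chip titled DEP in 1. In a set of 21 stress response genes, of which the study picked 9 from these libraries, 20 were higher under PMA/Iono than in Input (median log2 fold change 1.03, adjusted p = 2.2e-29 from limma camera, two-sided, over 20 tests). For both chip groups against Input the set had a median of -0.23, with 7 of 21 genes higher, beside -0.33 for all genes (camera, adjusted p = 0.276). In edgeR's fit 8 of 21 genes were higher with TMM and 12 with DESeq2's size factors, which move all genes, and 15 and 16 lay above the median of all genes. By group, camera gave the set as lower in Chip titled DEP (4 of 21 genes higher, adjusted p = 0.0194; fry, adjusted p = 0.138) and gave no call in Chip titled Ctrl (9 of 21 genes higher, adjusted p = 0.642). In edgeR's fit, 3 of 21 genes were higher in Chip titled DEP with TMM and 7 with DESeq2's size factors, and 12 lay above the median of all genes with either. In Chip titled Ctrl 11 and 15 were higher. Of 13 camera calls at an adjusted p of at most 0.05, 3 held under fry and under camera with an estimated correlation, a setting chosen after seeing the data. These were stress response (fry adjusted p = 0.00115), activation (0.00115) and mitochondrially encoded genes (0.016), all in PMA/Iono against Input.

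**Figure D4:**
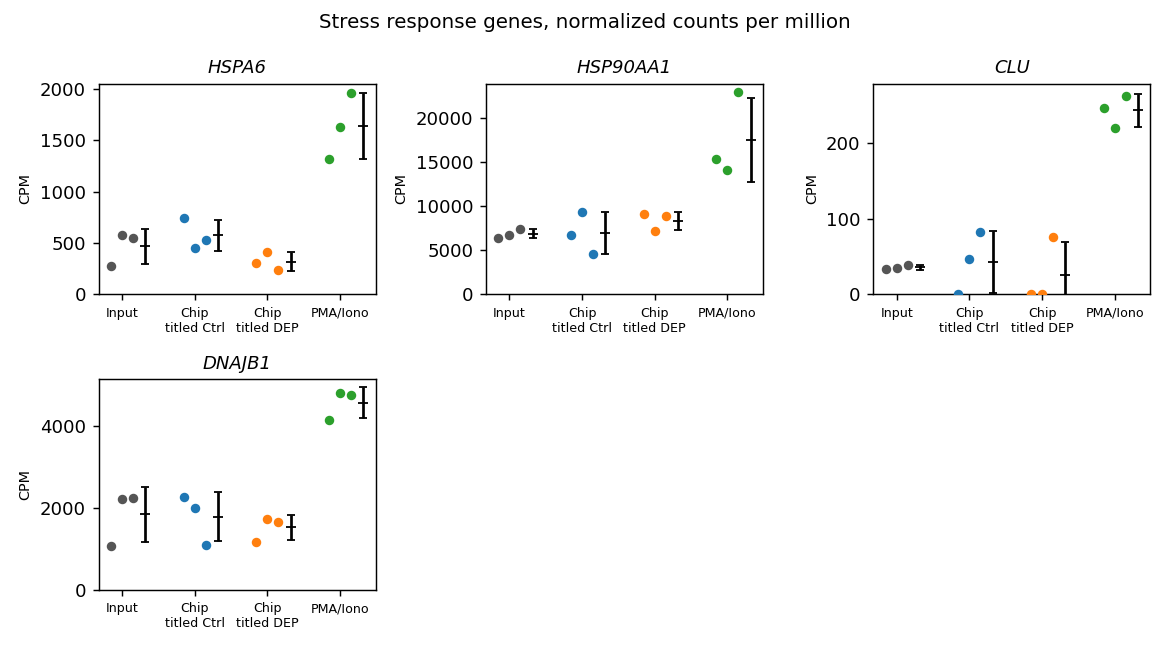
Normalized counts, scaled to library size (CPM), of HSPA6, HSP90AA1, CLU and DNAJB1, with 1 point per library, 3 libraries in each of the 4 groups, and bars for the mean ± SD. The bar of CLU in Chip titled DEP, 25.2 ± 43.6, would reach below 0 and is drawn from 0.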

Importantly, genes associated with stress responses such as heat-shock proteins, *HSPA6* and *HSP90AA1*, chaperons like *CLU* and genes involved in stress recovery responses including *DNAJB1* and Ubiquitin (*UBC*) were significantly upregulated only under “PMA/Iono” conditions (Figure 5d left). Interestingly, a minor proportion of genes was upregulated for “PMA/Iono” and both Chip conditions, encompassing predominantly genes involved in cell proliferation including *EGR1*, *SMC2*, *FOS* and *FOSB* or activation *TRAC* and *H3F3B* (Figure 5d left). 

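EGR1 (chromosome 5, 138465479 to 138469303, GRCh38) had 877 ± 149 normalized CPM under PMA/Iono (SD, n = 3), 69.1 ± 31.3 in Input, 158 ± 72.6 in Chip titled Ctrl and 243 ± 56.6 in Chip titled DEP (SD, n = 3 each). Its log2 fold change against Input was 3.6 under PMA/Iono (standard error 0.48, adjusted p = 5.09e-11 from edgeR), 1.20 in Chip titled Ctrl (adjusted p = 0.481) and 1.73 in Chip titled DEP (adjusted p = 0.173). In Chip titled DEP it passed the threshold in 5 of 11 alternatives. FOSB (chromosome 19, 45467995 to 45475179) had log2 fold changes of 2.23 under PMA/Iono (adjusted p = 0.000306), 1.48 in Chip titled Ctrl (adjusted p = 0.273) and 1.84 in Chip titled DEP (adjusted p = 0.0945), and passed in 1 and in 7 of 11 alternatives in the chip groups. FOS (chromosome 14, 75278826 to 75282230) rose by 2.10 under PMA/Iono (adjusted p = 0.000777, not past the threshold with DESeq2 on the compared libraries alone), by 1.16 in Chip titled Ctrl (adjusted p = 0.462) and by 0.70 in Chip titled DEP (adjusted p = 0.784). TRAC (chromosome 14, 22547506 to 22552156) rose by 1.75 under PMA/Iono (adjusted p = 0.0355), which no longer passed with the mitochondrially encoded genes left out, by 1.38 in Chip titled Ctrl (adjusted p = 0.388) and by 0.62 in Chip titled DEP (adjusted p = 0.824). SMC2 (chromosome 9, 104094260 to 104141419) and H3F3B (annotated as H3-3B, chromosome 17, 75776434 to 75785893) did not pass under PMA/Iono. Their log2 fold changes were 1.10 (adjusted p = 0.999) and 0.99 (adjusted p = 0.660), and each passed in 4 of 11 alternatives, all with DESeq2. SMC2 also passed (1.09, adjusted p = 0.015) with the replicate number as a block in a fit to the Input and PMA/Iono libraries, chosen after seeing the data. In the chip groups SMC2 rose by 0.46 and 0.67 and H3F3B by 0.12 and 0.45, with adjusted p-values between 0.787 and 0.943.
Single libraries decided several of these calls. Without Input replicate 1, FOS and FOSB no longer passed under PMA/Iono (log2 fold changes 1.67 and 1.87), and TRAC passed in none of the 6 fits that left out 1 library (1.46 to 2.06). FOSB passed in Chip titled DEP without replicate 1 of that group.
In the fit to all libraries, none of the 6 genes passed the threshold over all genes in either chip group. Of 11 genes named in the paper's results text, adjusted over the list alone, 9 passed under PMA/Iono, 4 in Chip titled Ctrl and 2 in Chip titled DEP, beside 8, 0 and 0 over all genes. The study chose this list on these samples, so the counts over the list alone are not independent evidence. In a set of 23 activation and immediate early genes, of which the study picked 11, 16 were higher in both chip groups together than in Input (median log2 fold change 0.60, camera, adjusted p = 0.000163). This call did not hold under fry (adjusted p = 0.138). In edgeR's fit 12 of the 23 were higher than in Input, with a median of 0.09, and 16 lay above the median of all genes. With DESeq2's size factors 15 were higher. Under PMA/Iono 20 of the 23 were higher, with a median of 1.54 (camera, adjusted p = 2.87e-20).

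**Figure D5:**
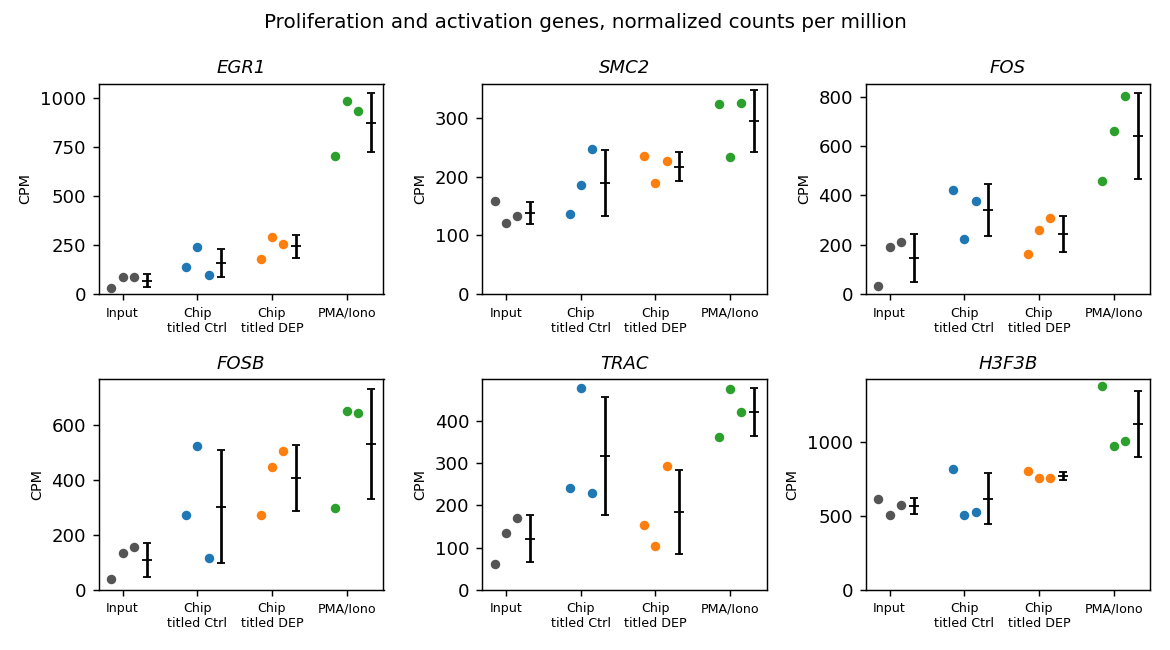
Normalized counts, scaled to library size (CPM), of EGR1, SMC2, FOS, FOSB, TRAC and H3F3B, with 1 point per library, 3 libraries in each of the 4 groups, and bars for the mean ± SD. EGR1 reaches 877 ± 149 under PMA/Iono, above every chip and Input library, while for FOSB the PMA/Iono libraries overlap those of both chip groups and lie above the Input libraries.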

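Among the genes past the threshold in PMA/Iono against Chip titled Ctrl and against Chip titled DEP, 32 were common to both comparisons, and 9 of these were higher under PMA/Iono. The mitochondrial family made up 17 of the 32 and the 7SK family 5. HSPH1, a heat-shock protein gene on chromosome 13 (31134973 to 31162388, GRCh38), was higher under PMA/Iono by 1.29 on the log2 scale against Chip titled Ctrl (adjusted p = 0.0106 from edgeR) and by 1.71 against Chip titled DEP (adjusted p = 3.77e-05). Its mean normalized CPM was 1859 in Input, 1332 in Chip titled Ctrl, 1005 in Chip titled DEP and 3284 under PMA/Iono. The chip means thus also lay below that of Input. HSPA4 (chromosome 5, 133052013 to 133106449) had 398 ± 139 normalized CPM in Input and 496 ± 121 under PMA/Iono (SD, n = 3 each). It had 154 ± 82.5 in Chip titled Ctrl and 150 ± 44.4 in Chip titled DEP (SD, n = 3 each). The chip groups thus lay below Input, while PMA/Iono lay near it. HSPA4 was higher under PMA/Iono by 1.72 in each comparison without passing (adjusted p = 0.0722 and 0.067), and passed in 5 and 6 of 11 alternatives. Without Chip titled Ctrl replicate 3 the first of these comparisons passed (log2 fold change 2.23). CXCR4, a chemokine receptor gene on chromosome 2 (136114349 to 136119177), had 132 ± 61 normalized CPM in Chip titled Ctrl, 135 ± 47.8 in Chip titled DEP, 56.9 ± 33 in Input and 33.5 ± 7.41 under PMA/Iono (SD, n = 3 each). Its log2 fold change under PMA/Iono was -1.91 against Chip titled Ctrl (adjusted p = 0.296) and -1.95 against Chip titled DEP (adjusted p = 0.414). Each comparison passed in 1 of 11 alternatives, and the adjusted p ranged from 0.038 to 0.453 and from 0.0481 to 0.559 over them. Against Input, CXCR4 was higher by 1.21 in Chip titled Ctrl (adjusted p = 0.515) and by 1.25 in Chip titled DEP (adjusted p = 0.71).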

When comparing the genes consistently differentially expressed between PMA/Iono-activated cells and cells injected into the chip, the vast majority of activation and stress response genes was upregulated solely under “PMA/Iono” condition, whereas CXCR4 expression was only upregulated in cells that were flown through the chip (Figure 5d right).

Based on these transcriptional profiling results, we conclude that the impact of injection into and extraction from the microfluidics chip outweighs the changes wrought by the electric field onto the transcriptional landscape of the cell under the implemented culture conditions. This could be in part due to the very confined DEP, permitting the utilization of a low voltage of 8 Vpp at frequencies of 20 MHz, thereby limiting the extent of transcriptional changes observed in a previous study [21]. Furthermore, it was previously shown that the application of negative DEP, as utilized in the MiPARC system, does not alter the viability or differentiation capacity of neuronal embryonic stem cells, even at long DEP exposure times of up to 30 min [22], which exceeds the pulsed approach used within MiPARC by far. 

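In both chip groups together against Input, a comparison that does not depend on which group received DEP, 4 genes passed the threshold, MTRNR2L3 and MT-RNR1 higher and MT-TI and MT-TP lower, and 834 genes had an unadjusted p under 0.05. MT-RNR1 had a log2 fold change of 1.15 (standard error 0.19, adjusted p = 2.8e-06 from edgeR). EGR1 (1.46, adjusted p = 0.211) and FOSB (1.66, adjusted p = 0.0504) did not pass, but each did in 6 of 11 alternatives, and FOSB in 4 of 9 fits that left out 1 library. The number was 28 with DESeq2's size factors and 36 with DESeq2 on all 12 libraries, and it was 1 without Input replicate 1 and 24 without Chip titled Ctrl replicate 2. It was 14 without Chip titled Ctrl replicate 3 or Chip titled DEP replicate 1, and 9 without Chip titled Ctrl replicate 1 or Chip titled DEP replicate 2. MTRNR2L3 did not pass with any 1 of the Input replicates left out, and MT-RNR1, at 0.97, did not without Chip titled DEP replicate 3. Simulated changes by a log2 fold change of 2 were called for 73.8% of genes with a mean count of at least 10 in this comparison, in which 6 libraries stood against 3. The chip libraries all had lower totals than the Input libraries. With the Input libraries thinned to the chip totals, MT-RNR1 still passed in 20 of 20 thinnings for each chip group, which argues against the number of counts alone as the cause of its rise, while a property of the libraries that goes with their yield is confounded with the passage through the chip. Whether the difference between chip and Input is larger than that between the chip groups was not tested. From its profiling results, the paper concludes that injection into the chip and extraction from it changed the transcriptional landscape more than the electric field did.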

Although the transcriptional alterations instigated within the MiPARC system are minor, as compared to global activation of the cell, and unavoidable when implementing microfluidic cell handling, special care should be taken to minimize stressors such as high pressure or long retention times within the microfluidic devices. Regardless, application of short-term DEP for accurate retrieval of cells does only minorly impinge on the transcriptome at the obtained resolution.

## 4. Conclusions

Here, we presented a fully integrated system for single-cell isolation and off-chip recovery. The device is based on trapping constriction with dimensions that were designed to obtain efficient single-cell arraying. Moreover, hybrid SU-8/PDMS valve fabrication is described and implemented here for the first time to allow control of different flow sources and outputs. We showed for the first time the integration of vertical SU-8 electrodes in a narrow microfluidic channel. SU-8 electrodes were used in this work to enable selective release of single cells from specific traps by means of a negative DEP force generated by low voltage application at the electrodes and achieved in the cell’s native culture medium. After release, cells were successfully recovered off chip and the phenotypic effect of injection in the microfluidic channel and exposure to DEP force were investigated through mRNA sequencing. For the first time, phenotypical effects induced by microfluidics and DEP were characterized separately, showing that the changes triggered by handling the cell in the microfluidic device outweigh the changes caused by the electrical field.

Currently, our device is composed of sixteen traps that can be singularly addressed. The MiPARC can be scaled up to permit the trapping, selective release and recovery of hundreds of cells, thus increasing the throughput of our platform. Indeed, hydrodynamic trap-based systems for single-cell arraying have already been achieved with parallelism of 1000 trapping locations on one chip [12]. Our approach for specific release by means of electrical actuators is compatible with this and even higher scales.

## Figures and Tables

**Figure 1:**
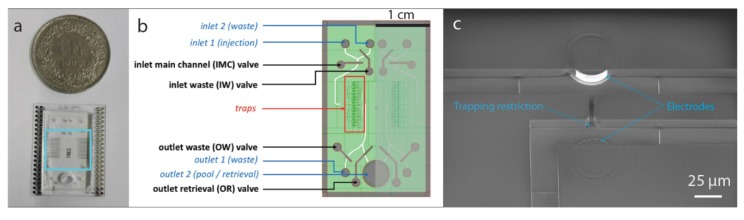
Device layout description and fabrication. (**a**) Picture of the microfluidic chip used for the experiments. The chip hosts two symmetrical parallel channels that share the outlet-well used for cell recovery. The blue box indicates the area where the cells are trapped in hydrodynamic sites. (**b**) Microfluidic layout of the chip. The SU-8 based microfluidic main channels are shown in green, while PDMS control channels are depicted in gray. When a cell enters the chip through inlet 1, it can be directed either towards the traps for immobilization and observation or to the inlet 2 if it needs to be discarded. After release for a trap, a cell can be recovered from the pool at outlet 2 or disposed through the outlet waste. (**c**) Magnified scanning electron microscopy image of a trap with electrodes embedded in the microfluidic channel. The aperture is 5 µm in width and the electrode extrusion from the microfluidic channel measures approximately 7 µm.

**Figure 2:**
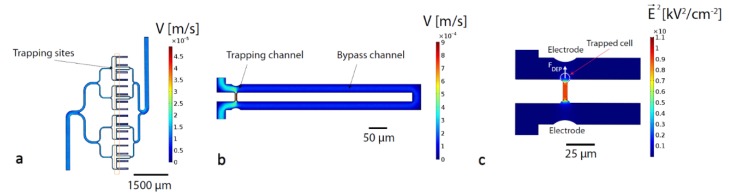
Simulations of the device layout and working principle. (**a**) Finite element simulation of the fluid velocity in the microfluidic channel (Inlet pressure: 0.1 mbar). (**b**) Finite element simulation of the fluid velocity in the microfluidic channel used to determine the ideal length of the channel ensuring the trapping of a single cell (Inlet pressure: 0.1 mbar). (**c**) Finite element simulation of the electric field in the channel. The field gradient is higher in the trapping region of the cell, generating a negative dielectrophoretic (DEP) force sufficient for the release of the cell from the trap (voltage difference between electrodes: 10 V).

**Figure 3:**
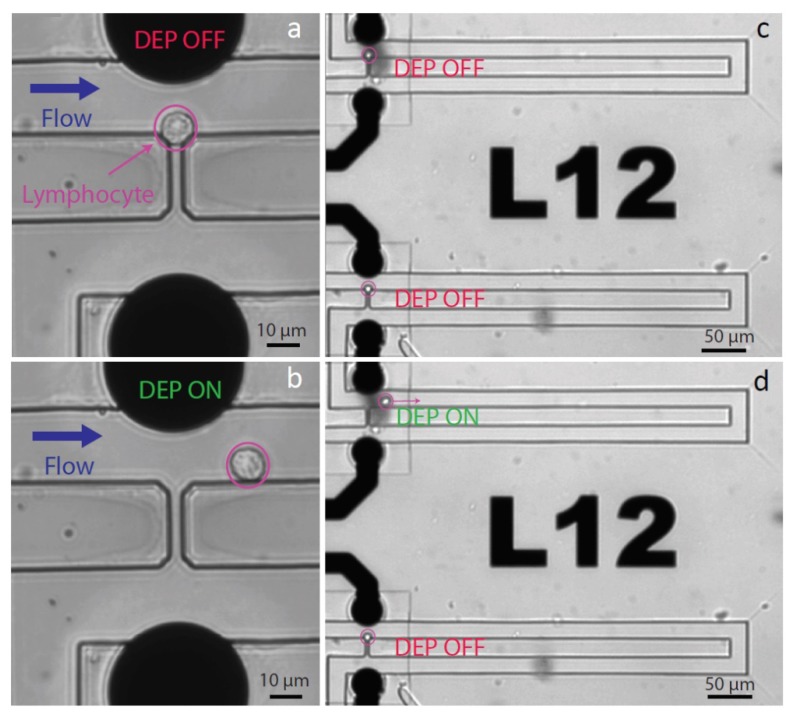
Selective single-cell retrieval. (**a,b**) A single lymphocyte can be trapped in the hydrodynamic constriction (**a**) and gently released (b) through application of negative DEP force activated by 10 Vpp voltage at 10 MHz. (**c**,**d**) The cell at the top is released, while the cell at the bottom is kept in the trap. The release is carried out with a 10 Vpp voltage at 10 MHz. A custom-made printed circuit board (PCB) enables the selective release of a single T lymphocyte. For more details, please refer to the Supplementary Material Video S3.

**Figure 4:**
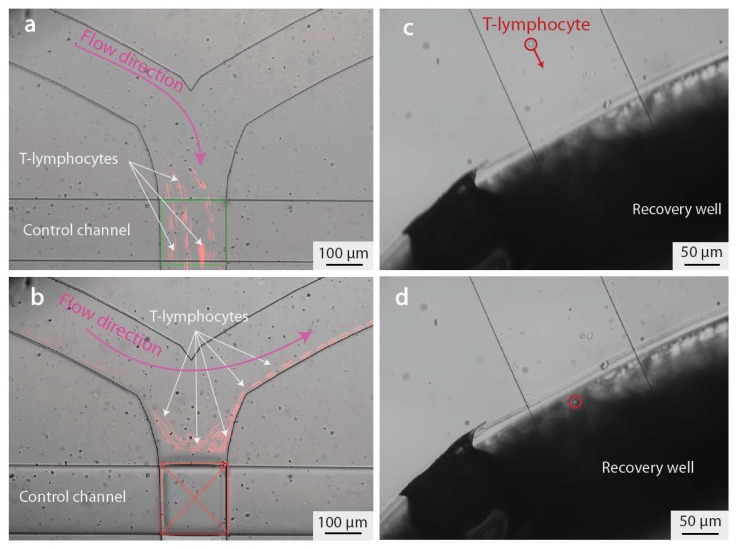
Single-cell recovery. (**a,b**) Operation of a hybrid SU-8/PDMS valve used to control the flow in the microfluidic channel. Trajectories of the lymphocytes in the channel is depicted in red. As SU-8 is stiff, high pressure (3500 mbar) must be exerted on the above PDMS layer in order to close the valve. When the valve is open, all cells are directed towards the main microfluidic channel (**a**), while closing the valve will prevent them from entering the channel (**b**). Combining four of those valves enables control of the injection and recovery of cells from the chip. (**c,d**) A single lymphocyte exiting the chip and entering the recovery channel, where it can be pipetted and further analyzed. This direct recovery in a well prevents the cells from sticking and being lost in outlet pipes. A video showing the trajectory of a cell from the trapping area to the recovery well is available as Supplementary Material (Video S4).

**Figure 5:**
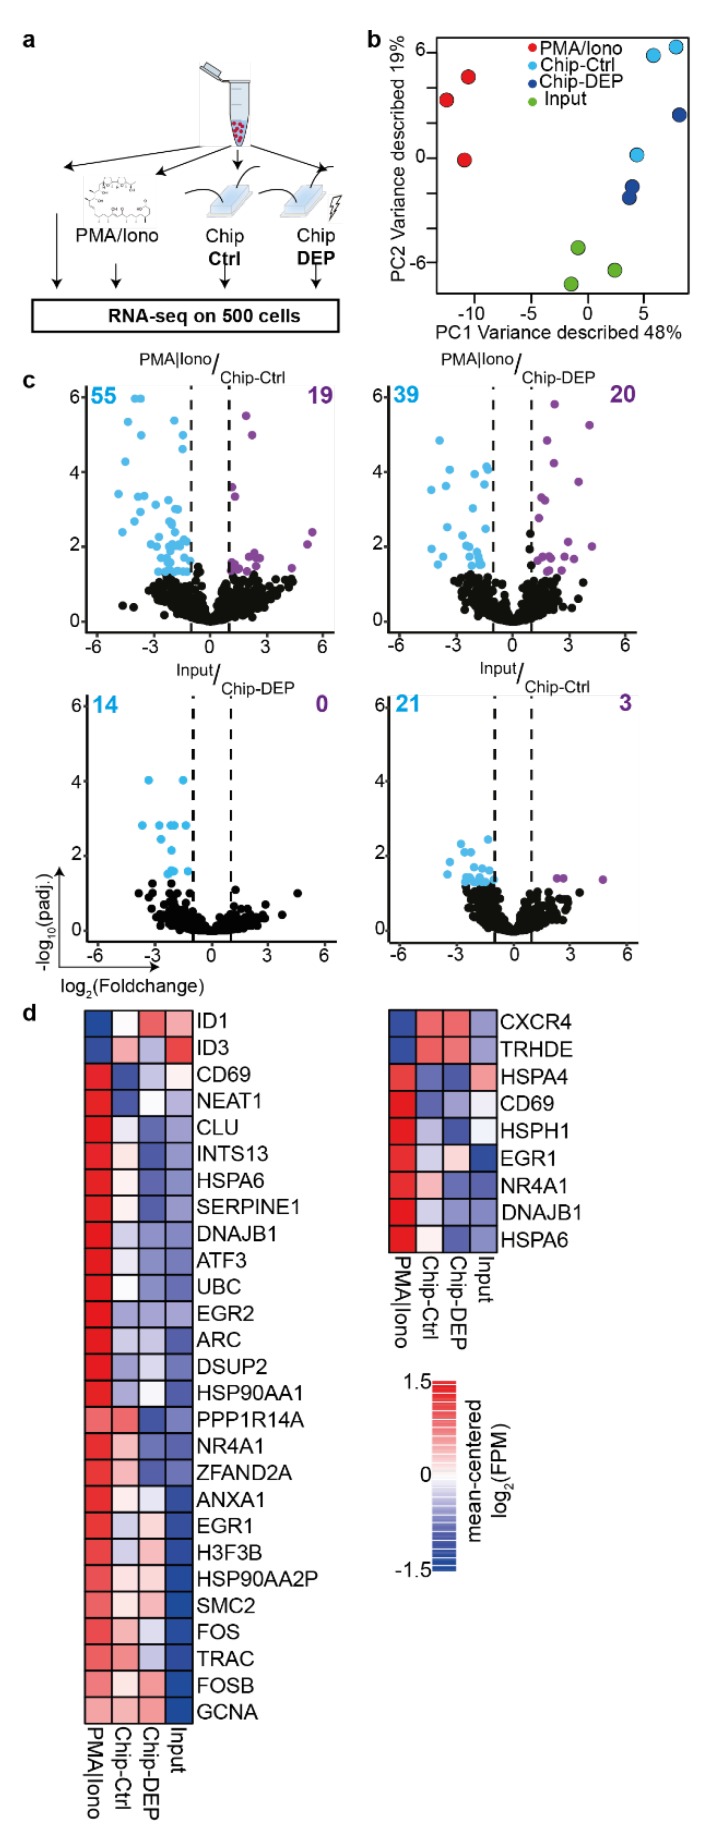
The electric field has minor molecular impact on Jurkat T-cells. (**a**) Jurkat cells were either injected into the microfluidics chip (Chip-Ctrl) or additionally subjected to the electric field used for accurate capture and retrieval of cells (Chip-DEP). Controls were either the input cells (Input) or cells activated for three hours under Phorbol-12-myristate 13-acetate and Ionomycin activation (PMA/Iono). Cells from all conditions were cultured for three hours to permit transcriptional changes to take place subsequent to treatment. (**b**) Principal component analysis on all differentially expressed genes (number of DEGs: 117). (**c**) Volcano plots of mean RNA-seq FPM (Fragment Per Million) comparing indicated samples. Number of DEGs is indicated. (**d**) Heatmaps represent expression of selected DEGs. Left: DEGs between PMA/Iono-stimulated and Input cells. Right: DEGs common on comparing Chip-Ctrl and Chip-DEP to PMA/Iono-stimulated cells. Experiments were performed in three independent biological replicates. DEG, differentially expressed gene (absolute(log2[foldchange] >= 1 and padj. <= 0.05).

**Table 1:** Primers used for reverse transcription and library preparation.

ID	Sequence
TSO	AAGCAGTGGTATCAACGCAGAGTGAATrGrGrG
TSO-PCR	AAGCAGTGGTATCAACGCAGAGT

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-666X/11/3/322/s1, Figure S1: Microfabrication process flow. Figure S2: Fabrication of PDMS coverslips. Figure S3: (A) CAD (Computer Aided Design) design of the PCB layout and picture of the assembled PCB. (B) Python interface developed to control the platform. Figure S4: Cell viability. Video S1: Cell trapping and release. Video S2: Forbidding cell trapping. Video S3: Selective cell release. Video S4: Cell off-chip recovery. Folders: Arduino DEP release, Masks DEP release, PCB DEP release, and Python interface DEP release.

# Supplementary material for: Selective Retrieval of Individual Cells from Microfluidic Arrays Combining Dielectrophoretic Force and Directed Hydrodynamic Flow
**Source:** Micromachines (Basel). 2020 Mar 20;11(3):322. doi: 10.3390/mi11030322
**Supplement:** Supplementary file 1

Supplementary Materials

Selective Retrieval of Individual Cells from Microfluidic Arrays Combining Dielectrophoretic Force and Directed Hydrodynamic Flow

Pierre-Emmanuel Thiriet *, Joern Pezoldt, Gabriele Gambardella, Kevin Keim, Bart Deplancke and Carlotta Guiducci

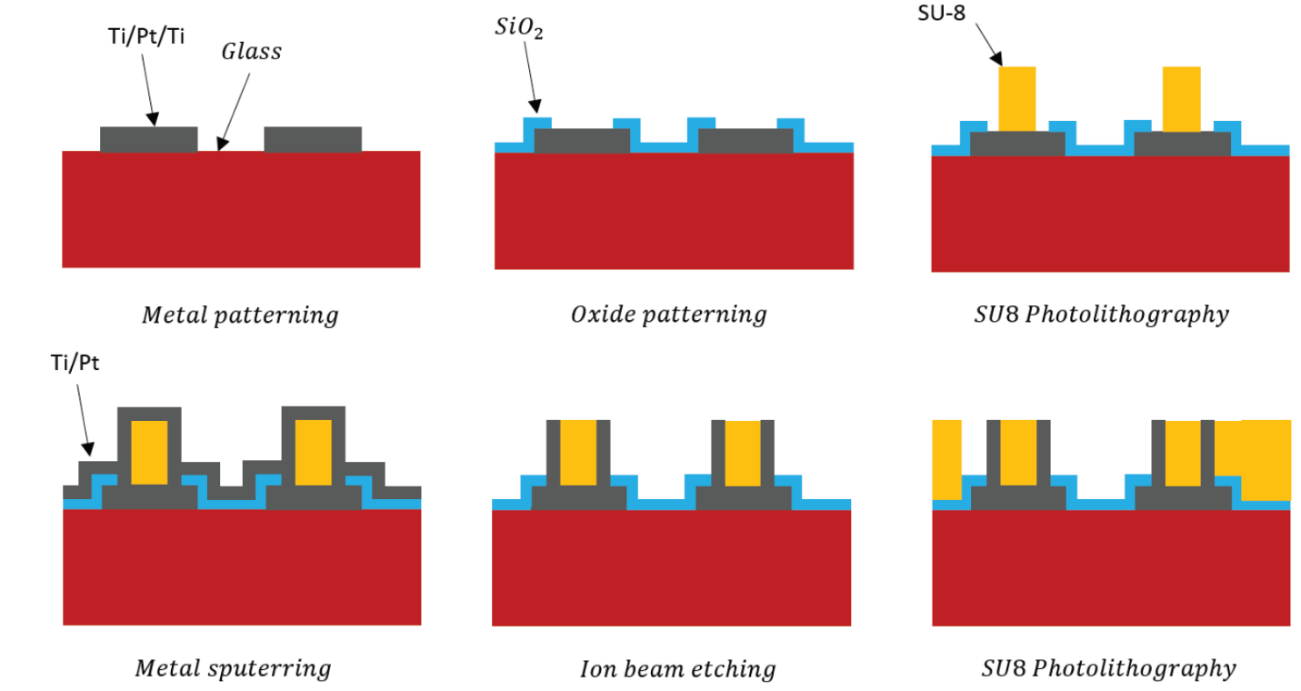

**Figure S1: Microfabrication process flow.** Fabrication of vertical electrodes extruding from microfluidic channels. Schematic view of the microfabrication process. First, planar metal lines are partially insulated by silicon di-oxide and successively 15 µm-high SU-8 pillars are deposited on top of the open metal regions. Those pillars are then covered with a metal layer that is then removed everywhere but on the pillars walls through vertical etching. Electrical connection between the vertical metal layers on the pillars and the horizontal lines is maintained.

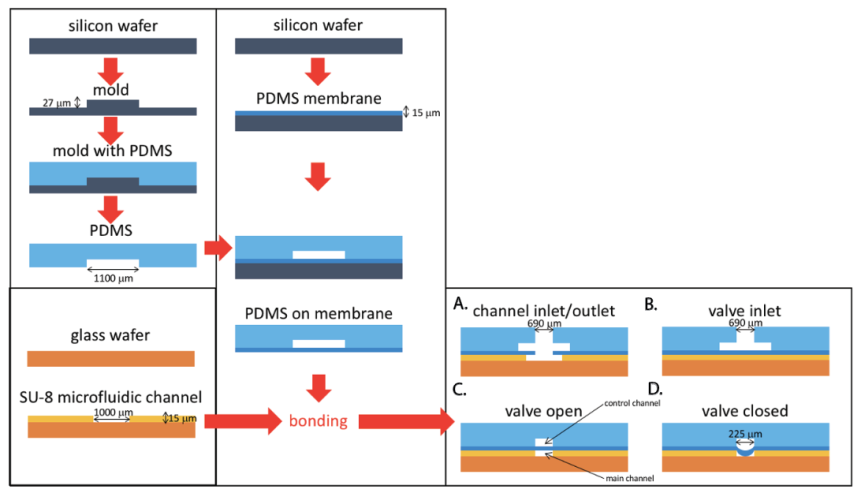

**Figure S2. Valve fabrication, Fabrication of PDMS coverslips**. Gray-blue: silicon wafer; marine blue: PDMS membrane; sky blue: thick PDMS; orange: glass wafer; yellow: SU-8. The membrane, obtained by spin-coating on a blank silicon wafer, is bonded to the control PDMS layer, previously punched at the entrance of the control channels. The PDMS coverslip is then punched at the entrance of the microfluidic main channels and bonded to the SU-8 microfluidic channel. Right inset: four cross-section views are provided to better illustrate the operation of the device: channel inlets/outlets with access to the main channel (configuration A); valve inlets with access to the control channel (configuration B); valves above the channel, either open (no pressure, configuration C) or closed (pressure in the control channel, configuration D).

| 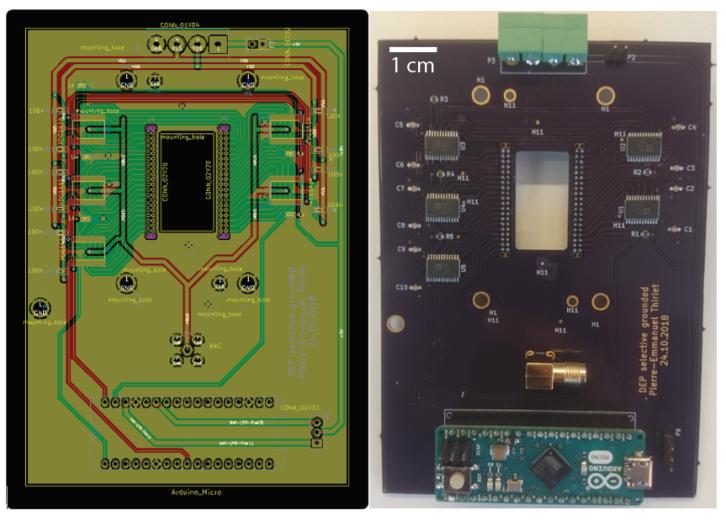 | |
| --- | --- |
| **(a-A)** | **(a-B)** |
| 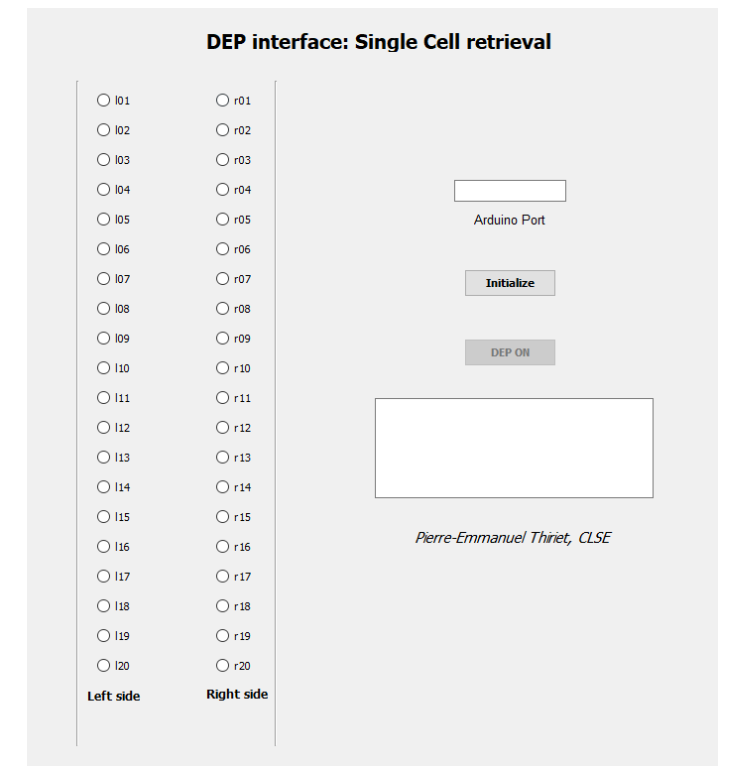 | |
| **(b)** | |

**Figure S3: PCB design and operation.** In order to carry out selective release of a single cell from a trap, a PCB enabling selective addressing of electrodes is required. This PCB (Figure S2) was designed with KiCAD. The signal coming from the function generator is connected on the PCB through via an SMA connector and distributed over 5 8-fan-out multiplexers (ADG1414, Analog devices Inc. The forty outputs are connected singularly to spring-loaded contacts interfacing the PCB with the electrodes of the microfluidic chip. The configuration of the multiplexer is controlled by an Arduino system, which sends the command for closing or opening to the multiplexers through a Serial Peripheral Interface (SPI). The multiplexers are connected in daisy chain so that they can be addressed with a single bus. The holes in the PCB allow the mounting of the chip inside a metallic chip holder at the center of the PCB, and four screws are placed to ensure the contact between the pins and the pads. (**a-A**) CAD design of the PCB layout. Copper tracks are shown in red (top side) and green (bottom side). The tracks bringing the signal from the frequency generator to the multiplexers are red while the tracks bringing the signal from the multiplexers to the chip via spring-loaded contacts are depicted in green. The configuration of the multiplexers is set through an Arduino microcontroller. (**a-B**) Picture of the assembled PCB: power is supplied to the five multiplexers by the green connector at the top of the PCB. The electrical signal for DEP is provided by the SMA connector in the bottom center of the PCB. The Arduino controller visible at the bottom is connected to a computer through a micro-USB port. (**b**) **Python interface** developed to control the multiplexers’ configuration and allow independent addressing of each electrode in order to carry out selective retrieval of a single-cell. By clicking on the trap number, the program will send a signal to the Arduino that will subsequently change the multiplexer configuration to route the electrical signal to the trap of interest.

**
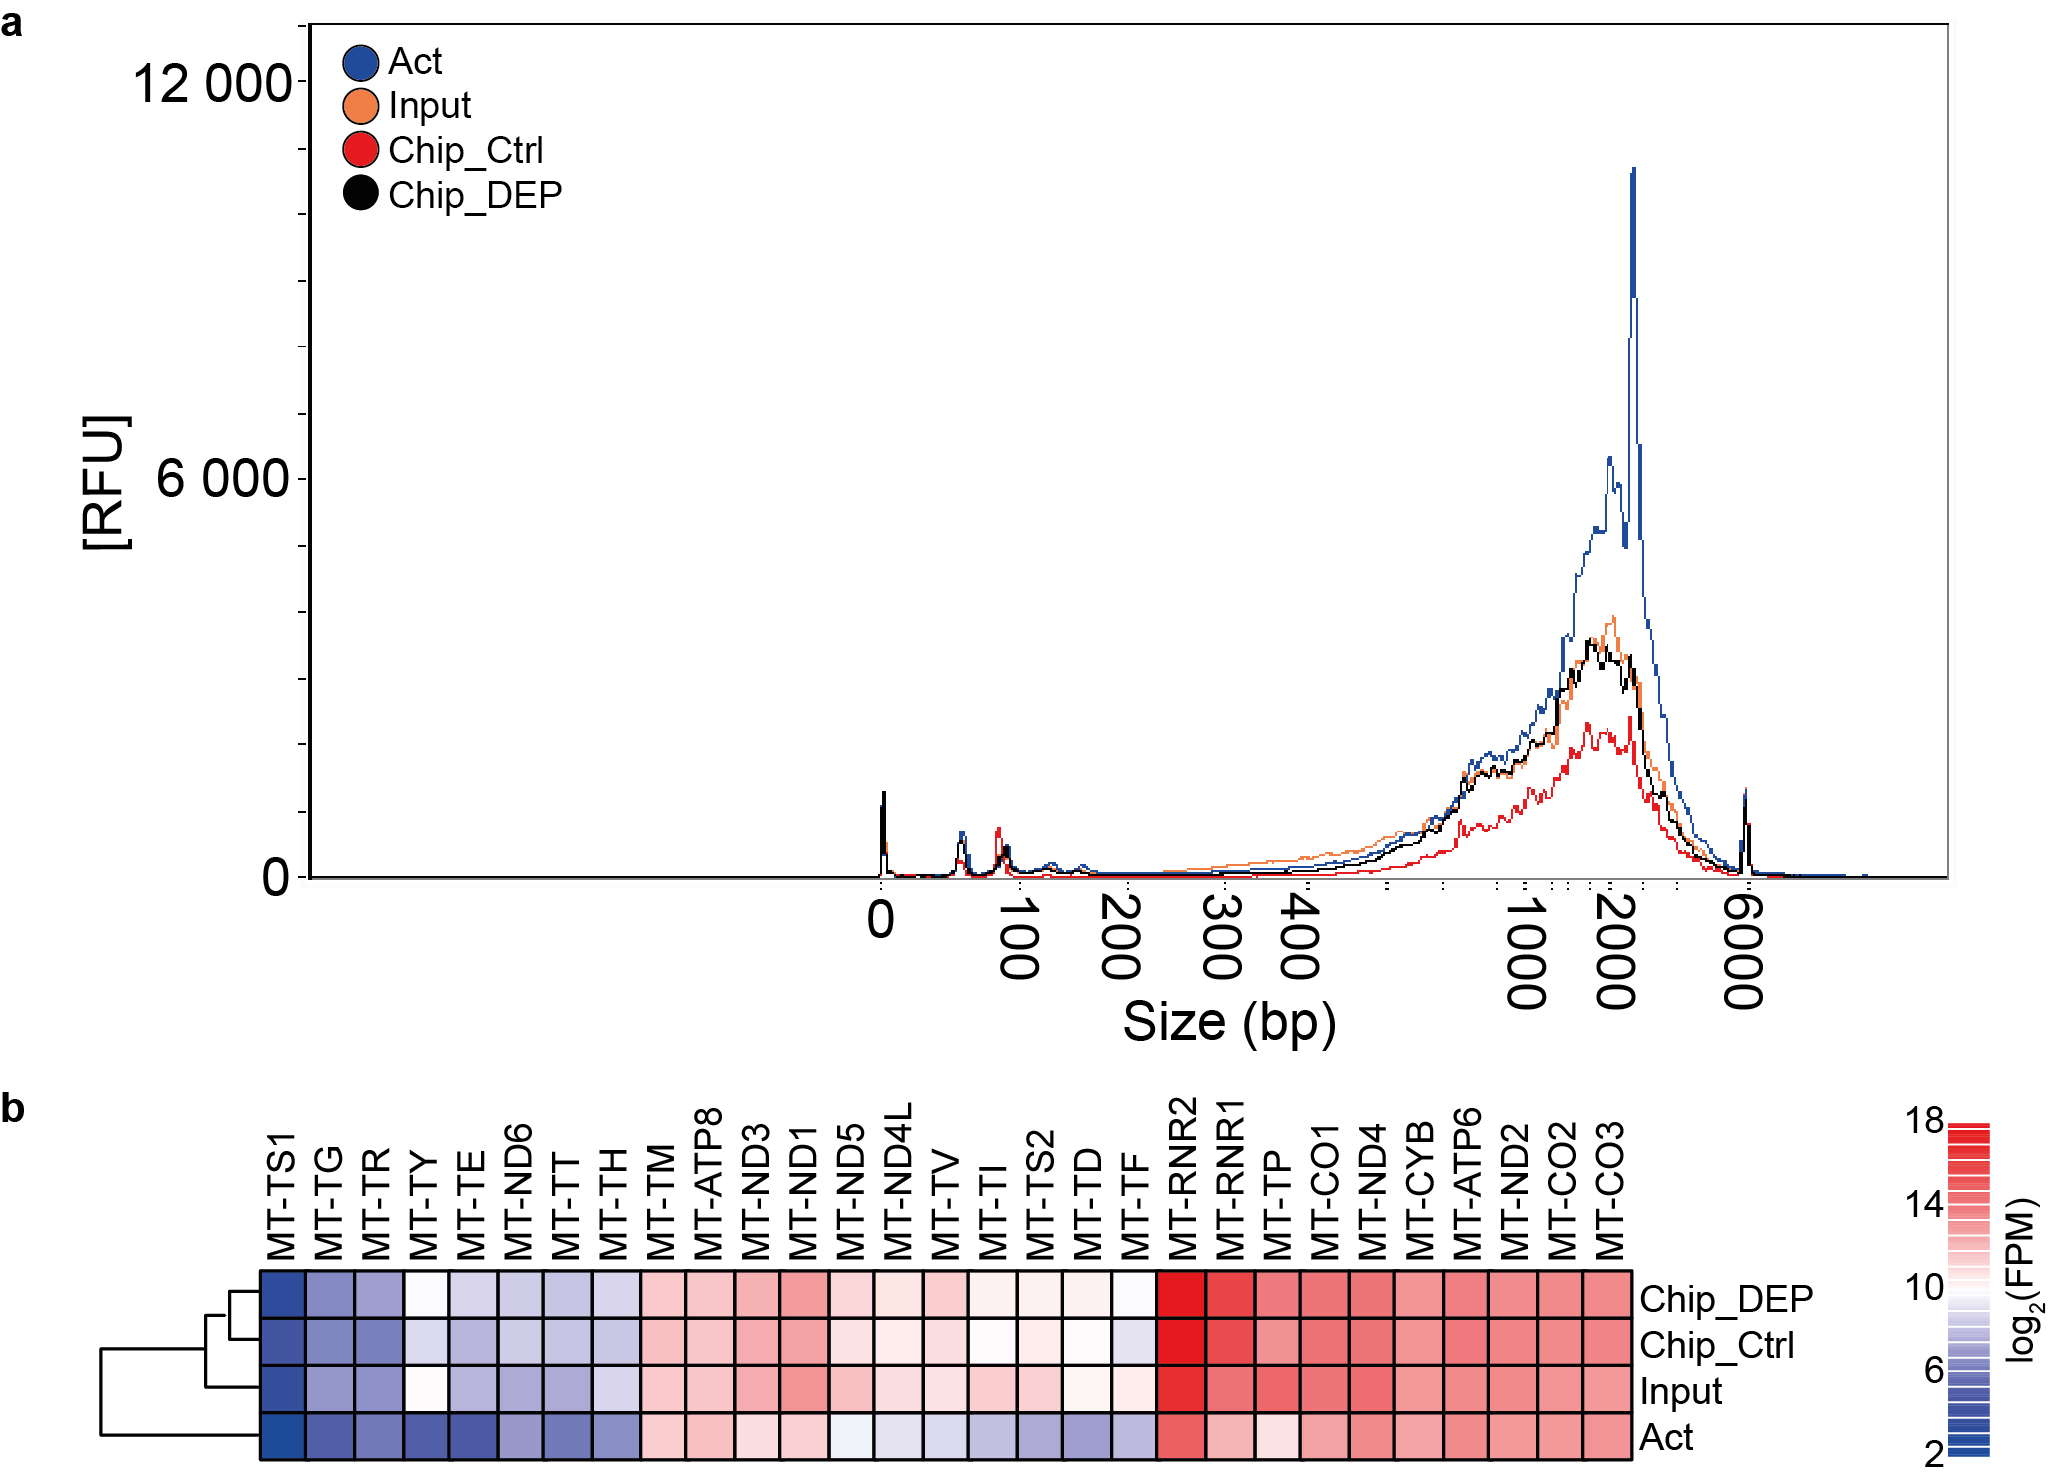
**

**Figure S4. Cell viability. MiPARC releases viable Jurkat T-cells.** Jurkat cells were either injected into the microfluidics chip (Chip-Ctrl) or additionally subjected to the electric field used for accurate capture and retrieval of cells (Chip-DEP). Controls were either the input cells (Input) or cells activated for three hours under Phorbol-12-myristate 13-acetate and Ionomcyin activation (Act). Cells from all conditions were cultured for three hours to permit transcriptional changes to take place subsequent to treatment. **a)** Fragment analyzer profile of cDNA libraries. **b)** Hierarchical clustering of expression of mitochondrial genes.

How the deposited data were processed for this re-analysis (not part of the article)

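Gene expression was measured in 12 libraries of Jurkat T-cells, 3 biological replicates each of Input, Chip titled Ctrl, Chip titled DEP and PMA/Iono. The cells of all groups were cultured for 3 h, and those of the chip groups had spent an average of 3 min in the microfluidics setup. The titles of the 6 chip samples and their treatment labels name the DEP group in opposite ways, so these groups carry the names of the titles and the comparison of both chip groups together with Input was added, which does not depend on the labels.

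The authors aligned the reads to hg38 with STAR, added the gene annotation, corrected bead synthesis errors, retained cell barcodes with a minimum number of Unique Molecular Identifiers and obtained digital gene expression matrices with Drop-seq tools. The paper's text does not name the version of the annotation. The authors deposited the values as whole-number counts per gene and library, made from the aligned reads with Drop-seq tools and not normalized. The table holds 8111 genes, of which 10 carry names that look like dates and 1 is a vector feature. The smallest total of a gene over the 12 libraries was 13, and every gene had at least 1 count in PMA/Iono replicate 2.

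Total counts per library ranged from 194749 to 458537 in Input, from 53420 to 155164 in Chip titled Ctrl, from 47468 to 158791 in Chip titled DEP and from 193471 to 230827 in PMA/Iono. A library in which a gene had no count allows up to 3 counts, and folds against groups at or under this floor are given as lower bounds. Intervals of shares of counts in single libraries are 95% Wilson intervals, and intervals and floors cover counting error only. Replicates of a group differed by more than the sampling noise (chi-square per degree of freedom between 3.03 and 7.06), so that none was counted as a duplicate. Over 1306 genes, the deviations of same-numbered Input and PMA/Iono libraries from their group means had correlations of 0.211, 0.123 and 0.387, so the replicate numbers were taken to pair these groups, from this check alone. No other groups had all 3 correlations over 0.1, though Chip titled DEP with PMA/Iono missed this narrowly, at 0.0996 to 0.15.

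The analysis used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11 with matplotlib 3.10.9 for the plots. Counts were normalized by TMM and tested with edgeR's quasi-likelihood test, two-sided, in 1 model of all 12 libraries, on genes with at least 10 counts in total, which all 8111 genes had. The Benjamini-Hochberg adjustment was made within each comparison, and a DEG had an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05. Shares of counts and component scores were compared with exact two-sided permutation tests. Principal components were taken of centred log2 CPM (counts scaled to library size) with a prior count of 2. Gene sets were tested with limma camera at a preset correlation of 0.01 on activation and immediate early genes (23 of 29 in the table), stress response genes (21 of 22), cytoplasmic ribosomal protein genes (78) and mitochondrially encoded genes (30), adjusted over 20 tests. The first 2 sets hold 11 and 9 genes that the paper picked from these libraries. Correlations of log2 fold changes were set beside 50 simulated experiments without changes. The tests were also tested on simulated data, with 200 changed genes, drawn from the 2482 with a mean count of at least 10, in each of 5 simulations. Shares of PMA/Iono material in the chip libraries were set beside 2000 simulated mixtures.

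Named genes are those the paper names in its results text or Figure 5d, and in each comparison the 5 genes with the largest absolute log2 fold change among the DEGs whose groups did not overlap, a separation that chance gives for 10% of genes with 3 libraries against 3. Features named outside this rule, such as MT-RNR1 in Chip titled Ctrl, were chosen after their values were seen. PPP1R14A and DSUP2, named in Figure 5d, are not in the table, and 1 gene named in the paper is not reported here. Coordinates are of GRCh38, from GENCODE 44, and from RefSeq for MTRNR2L1 and MTRNR2L3. Of 79 symbols looked up, 77 were found.

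The alternatives were edgeR's filterByExpr filter, no filter, DESeq2's size factors in edgeR, DESeq2 on all 12 libraries and on the compared libraries alone, edgeR on the compared libraries alone, the replicate number as a block, the adjusted p alone as the threshold, the mitochondrially encoded genes left out, each library left out in turn, other definitions of a detected gene, the mitochondrial share without the rRNAs, the 500 most variable genes, a prior count of 0.5, fry, genes with a mean count of at least 10 and the Input libraries split between comparisons. Chosen after seeing the data were the vector feature left out, the replicate block on the Input and PMA/Iono libraries alone and in the gene set tests, an estimated correlation in camera and DESeq2's filtering tuned to an adjusted p of 0.05. Fragment analyzer profiles, the viability assays and the imaging experiments were not analysed here.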

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

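The tests on PMA/Iono material, and on the depth of Chip titled Ctrl replicate 1, were chosen only after the results were seen.

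A signal appeared in a feature that the paper does not discuss. WanzeVector_3, the vector feature of the table, was higher in Chip titled Ctrl than in Input by 1.24 on the log2 scale (adjusted p = 0.000566 from edgeR; 4.33e-14 to 0.00849 over the alternatives with all replicates), and by 0.88 without Input replicate 1, where it no longer passed. In Chip titled DEP the difference was 0.67 (adjusted p = 0.652) and in both chip groups together 0.96 (adjusted p = 0.00934). Under PMA/Iono it was 2.96 (adjusted p = 4.92e-28). Of the counts of a library, WanzeVector_3 took from 0.155% (Input replicate 1, 95% Wilson interval 0.138 to 0.173) to 0.352% (Input replicate 2, 0.334 to 0.370) in Input and from 0.301% (Chip titled DEP replicate 2, 0.256 to 0.355) to 0.829% (Chip titled Ctrl replicate 3, 0.756 to 0.910) on the chip. Every library of Chip titled Ctrl, at 0.576% or more, lay above every Input library, and Chip titled DEP replicate 2 alone of the chip libraries did not. A technical explanation is PMA/Iono material in the chip libraries. It would need a share of 14.5% to give the rise of the vector feature, while the median share that 20 other genes higher under PMA/Iono would need was 3.67%, and 14 of the 20 lay below 14.5%. Of 2000 simulated mixtures with a share of 14.5%, 5.3% had as large a gap between the vector feature and the median of the 20 genes, so these genes do not decide, and material from PMA/Iono libraries and a change of the vector transcript in the cells cannot be told apart here. A second look, chosen after this one was seen, counted molecules of 6 genes with at most 3 counts in each Input library. The chip libraries held 14 counts on them (upper 95% limit 23.5), beside 27.7 that the vector's share would give. All 14 were on GCNA, for which 2.86 would be expected, and the others held 0 beside 24.8. The genes lie near the floor, were picked for being high under PMA/Iono and differ in direction, so this second look decides nothing. A biological explanation, a response of the vector's promoter to handling on the chip, was not tested.

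In the 6 chip libraries, the share of counts on the mitochondrially encoded genes other than the rRNAs had 1 library far from the others. It was 6.66% in Chip titled Ctrl replicate 1 and between 9.28% and 10.7% in the other 5. The gap to the nearest was 0.654 of the range, above the critical value for 6 libraries. Of 4 groups of values examined this way, 1 exceeded its critical value, and chance alone gives about 1 in 20. Low depth of that library may come to mind, but the 2 chip libraries with lower totals had a mean share of 10.2%, which argues against it. No biological explanation was tested, since the library belongs to the same condition as 2 others.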

How the results depend on the processing

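The alternatives were chosen before the data were examined, except for the vector feature left out, DESeq2's filtering tuned to an adjusted p of 0.05, camera with an estimated correlation, the replicate block on the compared libraries and the replicate block in the gene set tests, which were chosen after seeing the data, and no other test in this part was chosen after its result was seen. Where no construction is named, the cause was not tested.

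The number of DEGs between the chip groups was 0 in the reported fit and in all 12 alternatives with all replicates, with 637 genes at an unadjusted p under 0.05, and 1 at most with 1 library left out. For the other comparisons the order is PMA/Iono against Chip titled Ctrl, against Chip titled DEP and against Input, then Chip titled Ctrl, Chip titled DEP and both chip groups against Input, then the union, and the reported numbers are 52, 43, 43, 6, 4, 4 and 77. The numbers that changed by more than 1.5 times are as follows. With filterByExpr, which left 3168 genes to test, the first was 79, the fifth 10 and the sixth 20. With DESeq2's size factors in edgeR, Chip titled Ctrl, Chip titled DEP and both chip groups against Input gave 29, 15 and 28. DESeq2 on all 12 libraries gave 82, 67, 26, 14, 36 and 128, without a change by more than 1.5 times for PMA/Iono against Input, and 99, 66, 38, 15, 38 and 147 with its filtering tuned. DESeq2 on the compared libraries gave 67 for PMA/Iono against Input, 11, 10 and 30 for the comparisons of the chip groups with Input and 120 for the union, and 70, 16, 16, 29 and 127 with its filtering tuned. EdgeR on the compared libraries gave 75 for PMA/Iono against Input and 9 for Chip titled DEP against Input. With the mitochondrially encoded genes left out, which takes DEGs away by construction, the numbers were 32, 26, 22, 1 for Chip titled Ctrl and 1 for both chip groups against Input, and 51 for the union. No filter removed no gene and gave the same numbers, so it tests nothing.

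The split into higher and lower genes moved as well. Of the DEGs in Chip titled Ctrl against Input, 4 were higher and 2 lower in the reported fit, 25 and 4 with DESeq2's size factors, 23 and 3 with DESeq2 on all 12 libraries, 11 and 0 on the compared libraries and 7 and 1 with filterByExpr. The other way, 2 were higher and 4 lower with the vector feature left out, a setting chosen after seeing the data, and 12 and 23 without Chip titled Ctrl replicate 2. For both chip groups these were 2 and 2, then 25 and 3, 35 and 1, 30 and 0, and 17 and 3, and 2 and 4 with the vector feature left out. All 6 reported DEGs of Chip titled Ctrl were among the 29 found with DESeq2's size factors, and 4 were among the 26 found with DESeq2 on all 12 libraries.

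The replicate numbers were taken to pair the libraries of Input and PMA/Iono alone, whose correlations of 0.123 to 0.387 were all over 0.1. Chip titled DEP with PMA/Iono, at 0.0996 to 0.15, missed this line narrowly, so a pairing of these groups stays open. Of all 18 same-numbered pairs, 7 had a correlation over 0.1. With the replicate number as a block in the fit to all libraries, PMA/Iono against Input gave 40 DEGs, and IL23A no longer passed (adjusted p = 0.0592). With the block in a fit to the Input and PMA/Iono libraries, it gave 103, beside 75 without the block there, and SMC2 passed (adjusted p = 0.015). Of 16 named genes in this comparison and its 4 gene sets under camera and fry, the block changed no other call. For the groups not taken as paired, the block gave 3 DEGs for Chip titled Ctrl and 1 for Chip titled DEP against Input. PMA/Iono against Chip titled Ctrl and Chip titled DEP gave 44 and 39, both chip groups against Input 4 and the union 65. With the block, camera gave 12 gene set calls in all.

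With each library left out in turn, which leaves 2 libraries in a group, the number of DEGs ranged from 27 to 89 for PMA/Iono against Chip titled Ctrl, from 30 to 42 against Chip titled DEP and from 26 to 38 against Input. It ranged from 1 to 35 for Chip titled Ctrl, from 0 to 14 for Chip titled DEP and from 1 to 24 for both chip groups against Input, from 0 to 1 between the chip groups, and from 45 to 139 for the union. The highest of these numbers against Input came without Chip titled Ctrl replicate 2 or Chip titled DEP replicate 1. Gene set calls ranged from 10 to 15.

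The number of detected genes was 1882 with a count in every library. The mitochondrial share without MT-RNR1 and MT-RNR2 reversed to -1.79 points for both chip groups, -1.95 for Chip titled Ctrl and -1.63 for Chip titled DEP against Input. With each library left out, the difference of all mitochondrially encoded genes ranged from 6.79 to 9.43 points for both chip groups, and that between the chip groups from -3.23 to 3.19, with a reversal to -0.825 without Chip titled DEP replicate 3. The share of PC1 was 46.3% with the 500 most variable genes. Of 13 gene set calls, 3 held under fry and 3 under an estimated correlation. The correlations of log2 fold changes were 0.157 for PMA/Iono with Chip titled Ctrl, 0.184 with Chip titled DEP and 0.396 between the chip groups for genes with a mean count of at least 10, and 0.0327, 0.0334 and 0.194 with the Input libraries split.

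For single genes, 1314 alternative values of 74 results were computed, apart from 22 to which DESeq2 gave no adjusted p. Of these, 1127 kept direction and side of the threshold, 107 lost the threshold, 60 passed it and 20 reversed. None of the reversed results was past the threshold in the reported fit. In Chip titled Ctrl against Input, HSP90AA1 reversed to -0.045 with edgeR on the compared libraries and to -0.051 without the vector feature. DNAJB1 reversed there to 0.15 with filterByExpr, 0.19 with DESeq2's size factors, 0.19 with DESeq2 on all libraries and 0.13 with DESeq2 on the compared libraries, tuned or not. With each library left out, the log2 fold change in Chip titled Ctrl ranged from -0.060 to 0.44 for HSPA6, from -0.28 to 0.17 for HSP90AA1, from -0.38 to 0.76 for CLU, from -0.39 to 0.14 for DNAJB1 and from -0.13 to 0.25 for H3F3B. In Chip titled DEP it ranged from -5.78 to 0.38 for CLU, which is at 0 counts in 2 of these libraries.

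What the chip groups can show is limited. The simulations do not separate depth from the number and spread of the replicates as the reason. In simulations at these depths, 0.2% and 0.9% of genes with a mean count of at least 10 that were changed by a log2 fold change of 1 were called in Chip titled Ctrl and Chip titled DEP against Input, 48.4% and 52.4% of those changed by 2, and 85.1% and 85.7% of those changed by 3. For PMA/Iono against Input these shares were 0.5%, 61.7% and 91.5%.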

Differences from the paper's values

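No test in this part was chosen only after a result was seen, apart from the alternatives named as such. The alternatives compared here were set before the data were examined.

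Chip titled Ctrl against Input gave 6 DEGs, against the paper's 14 in its results text. Among the alternatives, DESeq2 on the compared libraries alone gave 11, within 1.5 times of the paper's number, and the others did not close the gap. Chip titled DEP against Input gave 4 DEGs, against the paper's 24 in its results text, and none of the alternatives came within 1.5 times, except for 16 with DESeq2 on the compared libraries and its filtering tuned to an adjusted p of 0.05, a setting chosen after seeing the values. The volcano plots of the paper carry these numbers the other way round, about 24 for Chip-Ctrl in Fig. 5c, read by eye, and about 14 for Chip-DEP in Fig. 5c, read by eye. Against the first of these, 6 DEGs were found here, and the gap closed with DESeq2's size factors in edgeR (29), with DESeq2 on all 12 libraries (26) and without Chip titled Ctrl replicate 2 (35). Against the second, 4 DEGs were found here, and the gap closed with filterByExpr (10), DESeq2's size factors in edgeR (15), DESeq2 on all 12 libraries (14, the number in that plot), DESeq2 on the compared libraries (10) and without Chip titled DEP replicate 1 (14). DESeq2's filtering tuned to an adjusted p of 0.05, chosen after seeing the values, gave 15 on all libraries and 16 on the compared libraries for Chip titled DEP, and 16 on the compared libraries for Chip titled Ctrl, each within 1.5 times of the numbers in the plots, and the last also of the paper's 14 in its results text. These pairs go by the sample titles. By the treatment labels, which name the chip groups the other way round, the numbers in the results text stand against the other group, and the settings that close the gaps are those given for the plots.

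The union over the pair-wise comparisons held 77 genes, against the paper's 117 in the legend of Figure 5. The gap closed with filterByExpr (103), DESeq2's size factors in edgeR (114), DESeq2 on all 12 libraries (128) and on the compared libraries (120), edgeR on the compared libraries (105) and the adjusted p alone (78), and without Chip titled Ctrl replicate 2 (139) or 3 (99) or Chip titled DEP replicate 1 (79) or 2 (125). It stayed open with the replicate block (65), with the mitochondrially encoded genes left out (51), with no filter, which gave the same genes, and without any 1 of the other libraries (45 to 71). The results text of the paper gives 114, within 1.5 times of 77, and DESeq2's size factors in edgeR gave 114.

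For PMA/Iono against Chip titled Ctrl and Chip titled DEP the numbers here, 52 and 43, lay within 1.5 times of the paper's 74 and 59. DESeq2 on the compared libraries with its filtering tuned to an adjusted p of 0.05 gave 74 and 57, a setting chosen after seeing the values. This goes by the sample titles. By the treatment labels, the paper's 59 stands against 52 for Chip titled Ctrl, within 1.5 times, and the paper's 74 against 43 for Chip titled DEP, a gap that closed with filterByExpr (51), DESeq2's size factors in edgeR (50) and DESeq2 on all 12 libraries (67) and on the compared libraries (56), and with the tuned filtering (66 and 57), but in no fit that left out a library.

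The paper names SMC2 and H3F3B among genes raised under PMA/Iono and in both chip groups. Here SMC2 (1.10, adjusted p = 0.999) and H3F3B (0.99, adjusted p = 0.660) passed under PMA/Iono in the 4 DESeq2 fits, 2 of them tuned after seeing the values, and SMC2 also with the replicate number as a block on the compared libraries, chosen after seeing the values, and both passed in neither chip group under any of the 11 alternatives. The paper also places EGR1, FOS, FOSB and TRAC there. In the reported fit none of these passed in a chip group. EGR1 passed in Chip titled DEP with filterByExpr, with DESeq2's size factors, with DESeq2 on all libraries and in both tuned fits. FOSB passed there in the same settings and with edgeR and DESeq2 on the compared libraries and without Chip titled DEP replicate 1, and in Chip titled Ctrl with DESeq2's size factors. TRAC passed in Chip titled Ctrl with DESeq2 on all libraries, tuned or not, and FOS in neither chip group.

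The paper gives CXCR4 as differing between PMA/Iono and both chip groups. Here it passed in neither comparison, except against Chip titled Ctrl with DESeq2 on all libraries tuned after seeing the values (adjusted p = 0.038, range 0.038 to 0.453) and against Chip titled DEP with DESeq2 on all libraries (0.0481, range 0.0481 to 0.559). HSPA4, which Figure 5d shows with it, passed against Chip titled Ctrl with filterByExpr, in the 4 DESeq2 fits and without Chip titled Ctrl replicate 3, and against Chip titled DEP with filterByExpr, in the 4 DESeq2 fits and with the vector feature left out, which was chosen after seeing the values. Of the 27 genes in the left heatmap of Figure 5d, 25 are in the table, and 18 were DEGs between PMA/Iono and Input.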

Other observations

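The tests on the mitochondrial rRNAs, on PMA/Iono material in the activation genes and on PMA/Iono replicate 2 were chosen only after the results were seen.

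Other splits of the same libraries were counted for each comparison. For PMA/Iono against Chip titled Ctrl, against Chip titled DEP and against Input, 1 of the 10 splits, the real one, gave as many DEGs, and the highest number in another split was 13, 7 and 1. For Chip titled Ctrl and for Chip titled DEP against Input it was again 1 of the 10 splits, with at most 1 and 0 in the others. Between the chip groups, where the real split gave 0 (637 genes had an unadjusted p under 0.05), 10 of the 10 splits gave as many. Another split gave 44, and it set the 3 chip libraries with the lowest totals against the other chip libraries. A difference that goes with the total thus ran through both chip groups. It adds to the spread within them, which limits what the 0 can show. With 3 libraries against 3 the share is never under 0.1. In PMA/Iono against Input, 1 of the 10 splits gave a result as large for each of the 4 gene sets. The replicate numbers were taken to pair these libraries, and 4 of the 10 splits part all 3 pairs. Of these, the real one alone gave as many DEGs (1 at most in the others) and as small a p for each gene set. The other 6 splits part 1 pair and gave 1 DEG at most. For both chip groups fitted as 1 group against Input, the real split gave 9 DEGs, and 2 of the 84 splits gave as many. The other of these set Chip titled Ctrl replicates 1 and 3 and Chip titled DEP replicate 2, the libraries with the 3 lowest totals, against the rest and gave 200 DEGs. A result as large was given by 3 of the 84 splits for activation and immediate early genes, 2 for ribosomal protein genes, 43 for stress response genes and 65 for mitochondrially encoded genes.

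Lower depth of the chip libraries could give DEGs against Input and none between the chip groups. When the Input libraries were thinned to the chip totals, a DEG against Input was still found in 20 of 20 thinnings for either chip group. The median was 6 in Chip titled Ctrl (4 to 8) and 2 in Chip titled DEP (2 to 5). MT-RNR1 and MT-RNR2 were DEGs in each of these thinnings. Thinning keeps the shares of a library on average, so these abundant rRNAs could hardly have dropped out. The test thus does not decide on depth as the cause of the other DEGs. Lower power between the chip groups may also be considered. Of genes with a mean count of at least 10 simulated at a log2 fold change of 2, 46.7% were called between the chip groups, near the 48.4% and 52.4% of the chip groups against Input, so changes of that size in these genes would have been found in part. Changes of 1 were called for 0.6%, and differences of that size stay open, as do those in genes with lower counts, in which no change was simulated. An effect of the chip itself is confounded with any property of the libraries that goes with their total and stays open as well.

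On PC1 of the 500 most variable genes, the chip libraries were ordered by depth (Pearson r = -0.887, exact permutation p = 0.0194, adjusted for 2 relations 0.0388; Spearman rho = -0.943, exact permutation p = 0.0167, adjusted 0.0334; r = -0.854 without the 2 libraries farthest from the median; n = 6). Lower depth of these libraries as such is a candidate explanation. After all libraries were thinned to 47468 counts, the original total still accounted for 70.9% of the PC1 variance within the chip libraries (64.5 to 77 over 20 thinnings), beside 78.7% as deposited, which argues against the number of counts alone. A property of the libraries that goes with their yield, such as the number or state of the cells, was not tested.

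MT-RNR1 and MT-RNR2 were higher in both chip groups than in Input, by 1.15 and 0.99 on the log2 scale. A rise of all mitochondrially encoded transcripts, as a change in cell state could give, is not decided by the share of the other mitochondrially encoded genes. That share changed by -1.79 points (exact permutation test, p = 0.155), but a rise of the rRNAs lowers all other shares. By fold change, 10 of the 30 mitochondrially encoded genes were higher than in Input, while 20 lay above the median of all genes. MT-TI and MT-TP passed as lower in the reported fit, so not every such transcript rose. Reads shared with the nuclear copies of MT-RNR2 might move counts from these copies to MT-RNR2, but the copies rose as well, with a median log2 fold change of 2.14 over 6 of them. For lower depth of the chip libraries, when the Input libraries were thinned to the chip totals, MT-RNR1 passed in 20 of 20 thinnings for either chip group, with median log2 fold changes of 1.19 and 1.36 beside 1.03 and 1.26 without thinning, which argues against the number of counts alone. Thinning keeps the shares of a library on average, so it does not bear on a property of the libraries that goes with their yield. Over the 6 chip libraries, r of the total and the rRNA share was 0.145 (exact permutation p = 0.685, rho = 0.143, p = 0.803, adjusted for 2 relations 0.685 and 0.803, r = -0.477 without the 2 farthest libraries), which is too few to decide on such a property. It and handling on the chip stay open, since every chip library had a lower total than every Input library.

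The activation and immediate early set was higher in both chip groups than in Input by camera, though not by fry. A candidate explanation is PMA/Iono material in the chip libraries. A single share of it would have to account for every gene of the set that PMA/Iono raised. The 7 activation genes would need a median share of 9.16%, but -7.28% for CD69 and 58.3% for FOSB, a range that 0.3% of 2000 simulated mixtures with that share reached. This range argues against a single share of the material as the whole cause. Its lowest value is of CD69, which was at the floor on the chip. The 13 other genes higher under PMA/Iono would need a median of 0%, and 1.75% of the mixtures had as large a gap. That median falls on genes with 0 counts in every chip library, such as CCL4 and EGR4, so the gap does not decide by itself. The other tests of a smaller share decide less. The 6 stress genes alone, with a median of 1.11% (highest 7.24%) and a high baseline in Input, had a gap that 8.6% of the mixtures reached, and 6 genes nearly absent in Input held 14 counts, all on GCNA, beside 17.5 expected (0 beside 15.7 on the others). Such material as a part of the rise stays open, as does a response to the chip, which the design names and which was not tested otherwise.

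No gene of the table was without a count in PMA/Iono replicate 2, where replicates 1 and 3 would lead to 676. Replicates 1 and 3 had 758 and 638 such genes, beside 482 and 369 from the respective other replicates. A filter on that library would give this and is consistent with the values, and the paper's text names no such filter.

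WanzeVector_3 took 3.15%, 2.35% and 1.89% of counts in PMA/Iono replicates 1 to 3. RN7SK had a log2 fold change of -2.48 in PMA/Iono against Input. Of the 78 ribosomal protein genes, 0 were higher in both chip groups than in Input with TMM and 6 with DESeq2's size factors. Camera gave a median of -0.43 beside -0.33 for all genes (adjusted p = 6.78e-22; fry, adjusted p = 0.0511), while edgeR's fit gave -0.44 beside -0.43 with TMM and -0.23 beside -0.24 with DESeq2's size factors, with 33 and 41 of the 78 above the median of all genes. In the single groups fewer lay above it, 13 and 24 in Chip titled DEP and 26 and 30 in Chip titled Ctrl, so whether these genes changed relative to all genes depends on the fit. Between the chip groups, camera gave the stress response genes as lower in Chip titled DEP (median -0.25, 6 of 21 genes higher, adjusted p = 0.0057) and the mitochondrially encoded genes as higher (median 0.11, 22 of 30 genes higher, adjusted p = 0.0432), and neither held under fry (adjusted p = 0.317 and 0.706). Activation and immediate early genes did not differ between them (adjusted p = 0.215).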
